# “Seed-Milarity” Confers to hsa-miR-210 and hsa-miR-147b Similar Functional Activity

**DOI:** 10.1371/journal.pone.0044919

**Published:** 2012-09-13

**Authors:** Thomas Bertero, Sébastien Grosso, Karine Robbe-Sermesant, Kevin Lebrigand, Imene-Sarah Hénaoui, Marie-Pierre Puisségur, Sandra Fourre, Laure-Emmanuelle Zaragosi, Nathalie M. Mazure, Gilles Ponzio, Bruno Cardinaud, Pascal Barbry, Roger Rezzonico, Bernard Mari

## Abstract

Specificity of interaction between a microRNA (miRNA) and its targets crucially depends on the seed region located in its 5′-end. It is often implicitly considered that two miRNAs sharing the same biological activity should display similarity beyond the strict six nucleotide region that forms the seed, in order to form specific complexes with the same mRNA targets. We have found that expression of hsa-miR-147b and hsa-miR-210, though triggered by different stimuli (*i.e.* lipopolysaccharides and hypoxia, respectively), induce very similar cellular effects in term of proliferation, migration and apoptosis. Hsa-miR-147b only shares a “minimal” 6-nucleotides seed sequence with hsa-miR-210, but is identical with hsa-miR-147a over 20 nucleotides, except for one base located in the seed region. Phenotypic changes induced after heterologous expression of miR-147a strikingly differ from those induced by miR-147b or miR-210. In particular, miR-147a behaves as a potent inhibitor of cell proliferation and migration. These data fit well with the gene expression profiles observed for miR-147b and miR-210, which are very similar, and the gene expression profile of miR-147a, which is distinct from the two others. Bioinformatics analysis of all human miRNA sequences indicates multiple cases of miRNAs from distinct families exhibiting the same kind of similarity that would need to be further characterized in terms of putative functional redundancy. Besides, it implies that functional impact of some miRNAs can be masked by robust expression of miRNAs belonging to distinct families.

## Introduction

MicroRNAs (miRNAs) represent an important class of short RNAs known to play a major role in regulation of gene expression and associated with many biological functions. MiRNAs are derived from primary transcripts called pri-miRNAs. The current model of maturation includes primary nuclear cleavage of pri-miRNAs by the RNase III endonuclease Drosha, which liberates pre-miRNA hairpins. Hairpins are exported from the nucleus to the cytoplasm, where they are cleaved by Dicer, another RNase III endonuclease [1], [2]. Dicer generates short RNA sequences of about 22-nucleotides. MiRNAs are then assembled with proteins of the Argonaute family (Ago 1–4) into a ribonucleoprotein complex (miRISC) [3], [4]. In the current molecular framework, mature miRNAs, charged into the miRISC, interact with complementary site(s), often located in the 3′-untranslated region (UTR) of a putative target mRNA leading to repression of protein synthesis, often associated with mRNA degradation [5], [6], [7]. The interaction between a given miRNA and its cognate targets stems from a short stretch of 6–8 nucleotides located 5′ of the miRNA, termed the “seed sequence” [8], [9], [10]. One miRNA can theoretically target hundreds of mRNAs. Because several miRNAs can also target the same transcript, the miRNA regulatory network appears amazingly complex.

Several computational algorithms have been developed to predict transcripts which are targeted by miRNAs, the most popular being TargetScan [8], miRanda [11], microCosm Targets [12], PicTar [13], RNA22 [14], EIMMO [15], TargetSpy [16] or PACCMIT [17], [18]. Although most of them use the “seed match” as the main rule, these methods often lead to very distinct predictions. Some reasons for this imperfect overlap include the precise treatment of the seed match, in particular concerning the first target nucleotide (nt) opposite to the first miRNA nucleotide, the allowance of GU wobble pairs, the length of the seed match (6, 7 or 8 nt), the potential contribution of 3′-supplementary pairing, the degree of conservation of the site across species, the 3′UTR context or the use of different 3′UTR database [6], [7]. This clearly illustrates the limits of pure *in silico* approaches and plainly justifies an experimental verification of these predictions. Incorporation of experimental data in the pipeline of analysis can be useful in order to take into account important parameters, such as the expression of the transcripts in a specific cellular context.

Recent advances using high-throughput sequencing of RNAs have confirmed the wide range of miRNA action *in vivo* [19], [20]. MiRISC complexes can relocate target mRNAs to specialized compartments, such as the P-bodies, where translation blockade or mRNA decay occur [5]. Destabilization of mRNA induced by miRNA is substantiated by many studies. Combined with computational predictions, measurement of expression profiles for mRNAs thus represents a powerful approach to identify functional miRNA-target relationships [21], [22], [23], [24], [25], [26]. Importantly, proteomics studies [24], [27], mRNA translation profiles [28] and more recent ribosome profiling through deep sequencing of ribosome-protected mRNA fragments [29] have demonstrated that changes in mRNA levels closely reflects the impact of miRNAs on gene expression, suggesting a close relationship between miRNA-mediated translation blockade and mRNA decay, at least in mammals.

We and others have developed computational tools to explore the influence of miRNAs on gene expression profiles [30], [31], [32], [33]. Our recent bioinformatics tool MiRonTop provides the possibility to screen and compare miRNA signatures using different target prediction tools and calculate enrichment scores according to the spatial distribution of predicted targets sites along the transcript, increasing the sensitivity of the research in order to define a set of miRNA targets associated with a selected experiment [33].

We used this tool to explore a large data set of miRNA-overexpressed microarrays experiments in order to identify miRNAs with overlapping regulatory functions. We found a close relationship between two miRNAs from distinct families, hsa-miR-147b and hsa-miR-210, but sharing the same “minimal” seed sequence (2–7): UGUGCG. Interestingly, hsa-miR-147b has a close homolog, hsa-miR-147a which differs only by a 1 nt substitution in the seed sequence (UGUGUG). This preliminary observation led us to carefully explore the targetome of these 3 miRNAs with the aim to better define the important pairing and molecular rules controlling their binding and to investigate their cellular function.

## Results

### Identification of miRNAs with Related Function by Data Set Exploration of Microarrays Experiments

Data set exploration of miRNA-overexpressed microarrays experiments was performed in order to identify miRNAs with overlapping regulatory functions. For that purpose, we used a set of >50 experiments in which ∼20 miRNAs were overexpressed in different cell types and analyzed using microarrays, as previously described [25], [26], [34], [35]. We took advantage of our recently-developed MiRonTop tool [33] which detects potential overrepresentation of specific miRNAs targets across an experimental gene set using different target prediction tools and focused our attention on the identification of miRNAs with similar enrichment scores but relatively divergent sequences. Interestingly, we found a co-enrichment of hsa-miR-147b and hsa-miR-210 predicted targets in several experiments performed in different hsa-miR-210 transfected cell types (data deposited in the NCBI Gene Expression Omnibus under serie GSE33247 and data not shown) using several algorithms including for instance TargetScan and microCosm.

### Molecular Characteristics and *in silico* Target Identification of miR-210 and miR-147 Family

While hsa-miR-210 is the unique member of its family, hsa-miR-147b sequence is closely related to hsa-miR-147a and differs only with a 1 nt substitution in the seed sequence (Figure 1A). By contrast, hsa-miR-210 and hsa-miR-147b possessed an identical seed corresponding to the hexamer UGUGCG but totally divergent sequences otherwise. The use of several popular *in silico* miRNA targets prediction tools such as TargetScan [8] or microCosm [12] or a search for complementary 7 nt seed sequence in the 3′UTR indicated heterogeneous data concerning potential mRNA targeting overlap between these 3 miRNAs (Figure 1B and Figure S1A).

**Figure 1:**
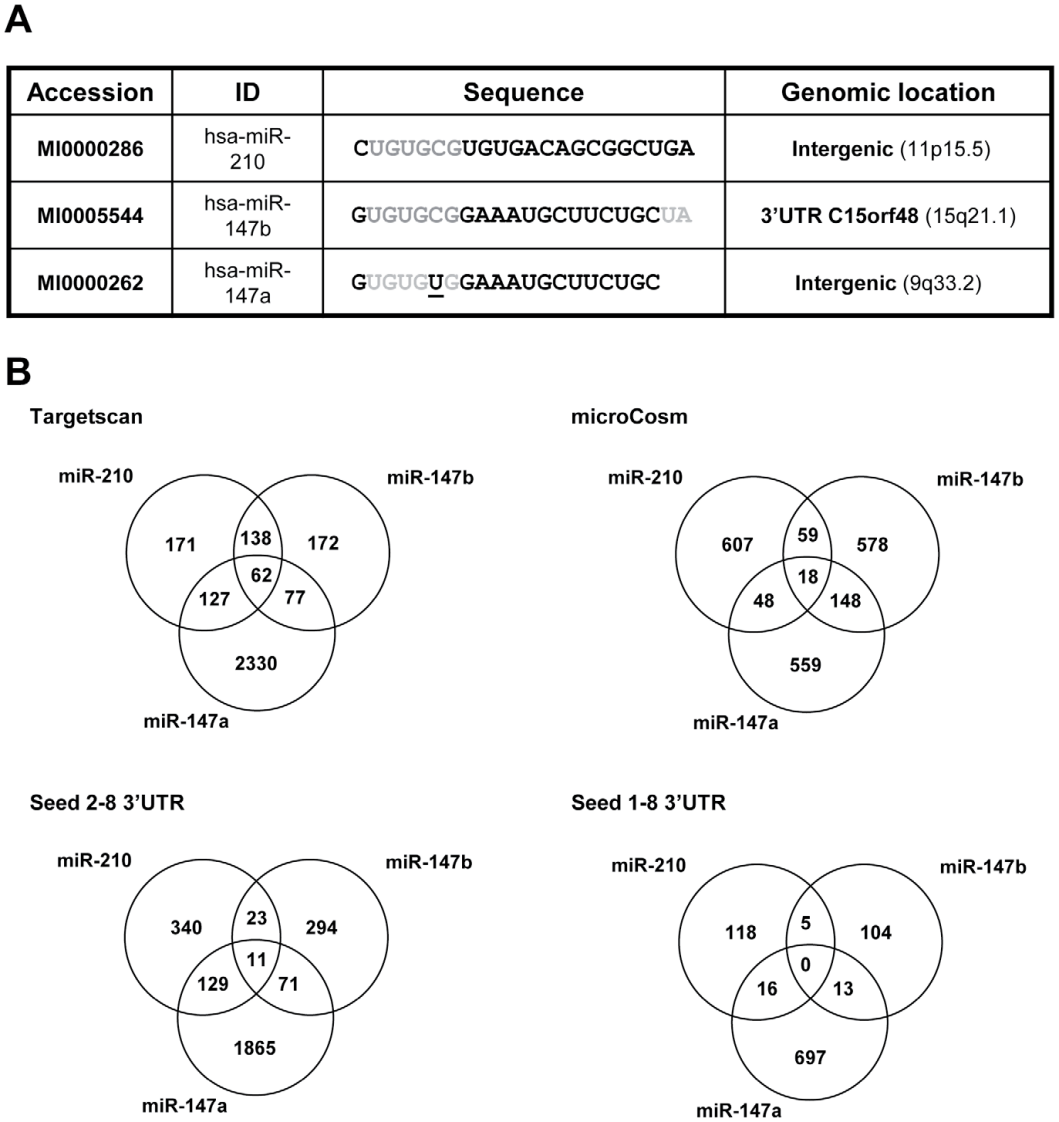
*In silico* prediction of miR-210 and miR-147 family targets. A) Alignment of miR-210, miR-147a and miR-147b mature sequences. The seed region is indicated in grey. The 1nt-substitution in miR-147a seed is underlined. B) Venn diagram summarizing the predictive common targets of miR-210 and miR-147 family members using different bioinformatics prediction tools: TargetScan, microCosm and a search of a 7 nt complementary seed 2–8 sequences in 3′UTR using our laboratory-made tool “MicroCible” [25] (http://www.microarray.fr:8080/merge/index follow the link to microRNA and Bioinformatic tools).

### Identification of miR-210, miR-147a and miR-147b Targets by mRNA Profiling of A549 Cells Overexpressing Pre-miRNAs

We then compared experimentally the influence of transfection of these 3 pre-miRNAs to a negative control pre-miRNA (pre-miR-Neg) on transcript levels in cultured cancer cells with human pan genomic arrays [36]. 

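A549 is a cell line derived from a human lung adenocarcinoma, and a pre-miRNA is a synthetic precursor that cells process to the mature miRNA. RNA from cells given 10 nM of pre-miR-147a, pre-miR-147b or pre-miR-210 was hybridised together with RNA from miR-Neg cells on 2-colour spotted oligonucleotide arrays, so that each array compared a miRNA with the control. The deposited data hold 18 arrays, 6 for each miRNA, from 3 experiments in which every comparison was made on 2 arrays with the dyes exchanged. Of the 27648 probes, 17711 could be given a gene symbol and covered 14547 genes. The other 9937 probes were tested but are not named here. The authors normalized the arrays with limma, by print-tip loess within arrays and by quantiles between arrays. The deposited values are log2 ratios of miRNA over miR-Neg that were already turned to this direction on both dye orientations. Their mean over the 6 arrays of a miRNA lay within 0.02 of the log2 ratio in the paper's Table S4 for 141 of 145 entries with a probe of that gene symbol, taking the nearest probe, NDUFA4 and ISCU among them. The arrays had means of 0, medians between −0.01 and 0.04, SDs between 0.221 and 0.430 and no missing value. Intensities are not among the values, so the paper's filter on average intensity was not applied, and the number of arrays limits the precision. The 2 arrays of a dye exchange hold the same RNAs and were averaged to 1 replicate, which leaves n = 3 for each miRNA. Each mean log2 ratio was tested against 0 with limma 3.58.1, with the Benjamini-Hochberg correction over all probes for each miRNA and a threshold of 0.05. In experiments 1 and 3 the 3 miRNAs were compared with miR-Neg RNA of the same label, and in experiment 2 each had a separate one. The labels describe the RNA of experiment 3 as polyA and that of experiments 1 and 2 as total RNA, whereas the paper describes total RNA throughout. For 1 array of experiment 3, with miR-147a, the labels also name another control extract, and another RNA number for the miRNA, than its dye exchange.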

Studies were performed on lung Non Small Cell Lung Cancer adenocarcinoma A549 cells using methods recently described in details [25], [26], [37]. Shown are data collected from 3 independent biological experiments, RNA samples being harvested 48 hours after transfection (Figure 2). 

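Several transcripts with low log2 ratios were below the control in each of the 3 experiments, by different amounts, and others were not. NDUFA4, a subunit of the mitochondrial respiratory chain, had log2 ratios of −2.06, −3.13 and −1.25 with miR-147b in experiments 1, 2 and 3. CBX1, a heterochromatin protein, had −1.33, −1.81 and −1.34 with miR-147a. VAMP7, a SNARE protein of vesicle fusion, had −1.18, −1.16 and −0.98 with miR-210. MCM3, a subunit of the replicative helicase, was further from the control in experiments 1 and 2, at −1.10 and −1.20 with miR-147a, than in experiment 3, at −0.46. A probe of IGFBP3 had −1.61, −2.51 and 0.13 with miR-210, above the control in experiment 3. Across the 27648 probes, which are not independent replicates, the Pearson correlation of experiments 1 and 2 was 0.489 for miR-147a, 0.214 for miR-147b and 0.458 for miR-210. The correlation of experiment 3 with experiments 1 and 2 was 0.107 and 0.105 for miR-147a, 0.0755 and 0.0829 for miR-147b and 0.100 and 0.113 for miR-210. Within experiment 3 the log2 ratios of miR-147a and miR-210 ran against each other (r = −0.39), while r was 0.182 and 0.0874 in experiments 1 and 2.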

Statistical analysis revealed that a total of 1123 transcripts were significantly modulated in at least one of the experimental conditions when compared to the control condition (p<0.05, corresponding to 719, 120 and 434 genes for miR-147a, miR-147b and miR-210, respectively). 

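With miR-147a, 170 probes were lower and 36 were higher than in miR-Neg cells at an adjusted p under 0.05 from limma. The lowest named ones included MRPS27, a protein of the mitochondrial ribosome, at 3.48-fold lower (log2 ratio −1.80 ± 0.68, SD, n = 3, adjusted p = 0.00739). CBX1 was 2.82-fold lower (adjusted p = 0.000427). PNP, an enzyme of purine salvage, was at −1.66 ± 0.97 (adjusted p = 0.0226), and MYD88, an adaptor of Toll-like receptors, at −1.27 ± 0.58 (adjusted p = 0.00913). SSR1, RNF130, RAD23B, LRRC59, KPNB1 and SLC31A1 lay between them. For RAD23B, a probe at −1.47 passed the test and another at −0.60 did not. Among the named probes that passed, the glucose transporter SLC2A3 was the highest, at 2.03-fold higher (1.02 ± 0.65, adjusted p = 0.0421). DNAJC12, a co-chaperone, was at 0.78 ± 0.08 (adjusted p = 0.0199).
With miR-210, 34 probes were lower and 25 were higher. Among the lowest were GDE1 (−1.27 ± 0.32, SD, n = 3, adjusted p = 0.0268) and LASP1, an actin-binding protein (−1.11 ± 0.40, adjusted p = 0.0434). VAMP7 was 2.15-fold lower (adjusted p = 0.00657), and HMOX1, which degrades heme, was at −0.92 ± 0.30 (adjusted p = 0.0268). TDG, a thymine DNA glycosylase, was higher with miR-210 (0.74 ± 0.08, adjusted p = 0.0239) and with miR-147a (0.61, adjusted p = 0.0167). SCML1 was the highest on one probe (1.12 ± 0.18, adjusted p = 0.0239) and at −0.14 on another.
With miR-147b, limma called 0 probes, with a smallest adjusted p of 0.0857, reached by VAMP7, DKK1 and TDG among others. At an unadjusted p under 0.05 there were 3009 probes with miR-147a, 2233 with miR-147b and 2580 with miR-210. In total 262 probes passed with at least 1 miRNA, all with the same sign in the 3 experiments. The calls depend on the unit of replication, since taking the 18 arrays as independent gave 1106 probes in total and 53 lower and 66 higher with miR-147b. They also depend on experiments 1 and 2: the total was 0 without experiment 1, 1 without experiment 2 and 1052 without experiment 3. Counted as 265 calls of a probe with a miRNA, 219 were made again without experiment 3.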

As anticipated, ectopic expression of these 3 synthetic pre-miRNAs led to a large down-regulation of transcripts (Figure 2A). 

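In the mean of the 3 experiments, the most strongly altered transcripts were more often lower than higher with miR-147a and with miR-210, and not with miR-147b. With miR-147a, 248 probes had a mean log2 ratio below −0.5 and 113 above 0.5, so that 68.7% of these were lower. With miR-210 there were 208 below and 103 above, or 66.9%. With miR-147b there were 90 below and 96 above, or 48.4%. Beyond a log2 ratio of 1 in size, 27 probes were lower and 3 higher with miR-147a, 16 lower and 1 higher with miR-210, and 4 lower and 2 higher with miR-147b. MRPS27, PNP, CBX1, SSR1 and RNF130 were among the 27 with miR-147a. ISCU, COL4A2, GDE1 and VAMP7 were among the 16 with miR-210, and NDUFA4 was among those of all 3 miRNAs. Over all probes the median log2 ratio was 0.00249 with miR-147a, 0.000422 with miR-147b and 0.00397 with miR-210. The share lower depended on the experiment. Counted within experiments 1, 2 and 3 singly, it was 61.3%, 60.9% and 38.2% with miR-147a (SD 13.2). It was 53.3%, 39.2% and 52.9% with miR-147b (SD 8.04), and 44.8%, 45.4% and 71.9% with miR-210 (SD 15.5). For miR-210 it was 47.4% in the mean without experiment 3, which alone had 1125 probes below −0.5.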

A functional annotation of the different signature patterns with the Ingenuity Pathway™ software was then performed. While there was an important overlap for “Molecular functions” terms such as “Cell Death”, “Cellular Growth and Proliferation” or “Cell Cycle” between the three conditions (Table S2), we found some “canonical pathways” specific to one or the other experimental conditions (Table S3). As previously shown for miR-210, we also found a close association of miR-147a and miR-147b signatures with “Oxidative phosphorylation”, “Mitochondrial dysfunction” and “Death Receptor signalling” [26]. 

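Most transcripts of oxidative phosphorylation, which encode the respiratory chain and ATP synthase, were slightly higher with miR-147a, and no shift of this group passed the test with miR-147b or miR-210. Of 73 measured genes of this list, 66 had a mean log2 ratio above 0 with miR-147a, with a median of 0.198 and medians of 0.199, 0.167 and 0.173 in the 3 experiments. At gene level, as the mean over the probes of a gene, 6 rose at an adjusted p under 0.05 from limma, among them the complex I subunits NDUFB5 (0.56 ± 0.23, SD, n = 3, adjusted p = 0.0162) and NDUFA8 (0.36 ± 0.08, adjusted p = 0.0152) and the ATP synthase subunit ATP5ME (0.33 ± 0.08, adjusted p = 0.0239). One gene fell, NDUFA4, at −2.17 ± 1.09 (adjusted p = 0.0436), and 30 were higher and 2 lower when adjusted over the list alone. The shift of the list passed the camera test of limma (adjusted p = 7.62e-17, and adjusted p = 0.00971 with an estimated correlation). It differed from miR-210 (adjusted p = 5.95e-12, and 3.58e-11 in the fit with experiment as a block) and from miR-147b (adjusted p = 6.84e-10). Cytosolic ribosome genes were also higher with miR-147a by camera (median 0.0998, adjusted p = 6.44e-07, and 0.196 with an estimated correlation). A shift common to short abundant transcripts could therefore not be told apart.
With miR-147b the median of the oxidative phosphorylation list was 0.002, the mean −0.0153 and the test upward, with no member passing (adjusted p = 0.681 for the list). With miR-210 the median was −0.0195 (adjusted p = 0.397). Adjusted over the list alone, 1 was lower and 2 were higher with miR-147b and 0 changed with miR-210. Of 44 genes of death receptor signalling, no member passed with miR-147a or miR-147b. With miR-210 the receptor TNFRSF10B (0.38 ± 0.08, adjusted p = 0.0426) and the initiator caspase CASP9 (0.33 ± 0.09, adjusted p = 0.0461) rose and none fell. Adjusted over the list alone, 3 were lower and 2 higher with miR-147a, 0 lower and 3 higher with miR-147b, and 0 lower and 3 higher with miR-210. By camera this list shifted with none of them (adjusted p = 0.964 with miR-147a, 0.177 with miR-147b and 0.996 with miR-210). Its median with miR-210 was −0.0329 while the test pointed upward, and with miR-147a it was 0.0151 while the test pointed downward. The paper's annotation counts changed genes whatever their direction. The mixed test of fry, which ignores direction and looks at the list alone, passed with each (adjusted p = 0.003, 0.00331 and 0.00315 in this order of miRNAs). The unshifted extracellular matrix list passed it too (adjusted p = 0.000188, 0.0122 and 0.000276). Oxidative phosphorylation passed it only with miR-147a (adjusted p = 2.18e-05, 0.137 and 0.163). Without experiment 1 or without experiment 2, 0 members of the oxidative phosphorylation or death receptor list passed.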

Some highly specific pathways could be associated with miR-147a, the most significant being associated with cell cycle and DNA repair (“Mismatch Repair in Eukaryotes”; “ATM Signaling”; “Role of CHK Proteins in Cell Cycle Checkpoint Control”). 

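Genes of mitosis and of DNA replication were lower together with miR-147a. Of 53 measured genes of mitosis, 52 had a log2 ratio below 0, with a median of −0.263, and 12 fell at an adjusted p under 0.05 at gene level from limma while none rose. They included CEP55 and KIF23, which act in cytokinesis (−0.98 ± 0.43, SD, n = 3, adjusted p = 0.0085, and −0.66 ± 0.09, adjusted p = 0.00466), the centromeric histone CENPA (−0.60 ± 0.13, adjusted p = 0.0239) and topoisomerase TOP2A (−0.58 ± 0.25, adjusted p = 0.0135). Of 52 genes of DNA replication, 49 were below 0 and 6 fell while none rose. They were the ribonucleotide reductase subunits RRM2 (−0.85 ± 0.42, adjusted p = 0.00976) and RRM1 (−0.33 ± 0.02, adjusted p = 0.0491), the helicase subunits and loading factors MCM2 (−0.61 ± 0.23, adjusted p = 0.0185), MCM10 (−0.83 ± 0.44, adjusted p = 0.0304) and GINS2 (−0.64 ± 0.43, adjusted p = 0.0473), and MCM3. Adjusted over the list alone, 30 genes of each list were lower and none higher.
Of 17 genes of mismatch repair, 15 were below 0, with a median of −0.287, and the mismatch recognition protein MSH6 fell (−0.43 ± 0.22, adjusted p = 0.0356), while 9 were lower when adjusted over the list alone. Much of this list consists of replication factors such as PCNA and the RFC subunits. Of 33 genes of ATM and CHK signalling, 25 were below 0, with a median of −0.0617, and the mitotic cyclin CCNB1 fell (−0.46 ± 0.23, adjusted p = 0.0334), while 9 were lower when adjusted over the list alone. By the camera test all 4 lists were shifted downward, with adjusted p = 1.1e-23 for mitosis, 2.91e-18 for DNA replication, 1.9e-06 for mismatch repair and 0.000589 for ATM and CHK signalling. With an estimated correlation, mitosis kept its call (adjusted p = 0.0134) and DNA replication (adjusted p = 0.196), mismatch repair (adjusted p = 0.29) and ATM and CHK signalling (adjusted p = 0.0891) did not. No member of these lists passed without experiment 1 or without experiment 2, which gave 0 each.

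**Figure D1:**
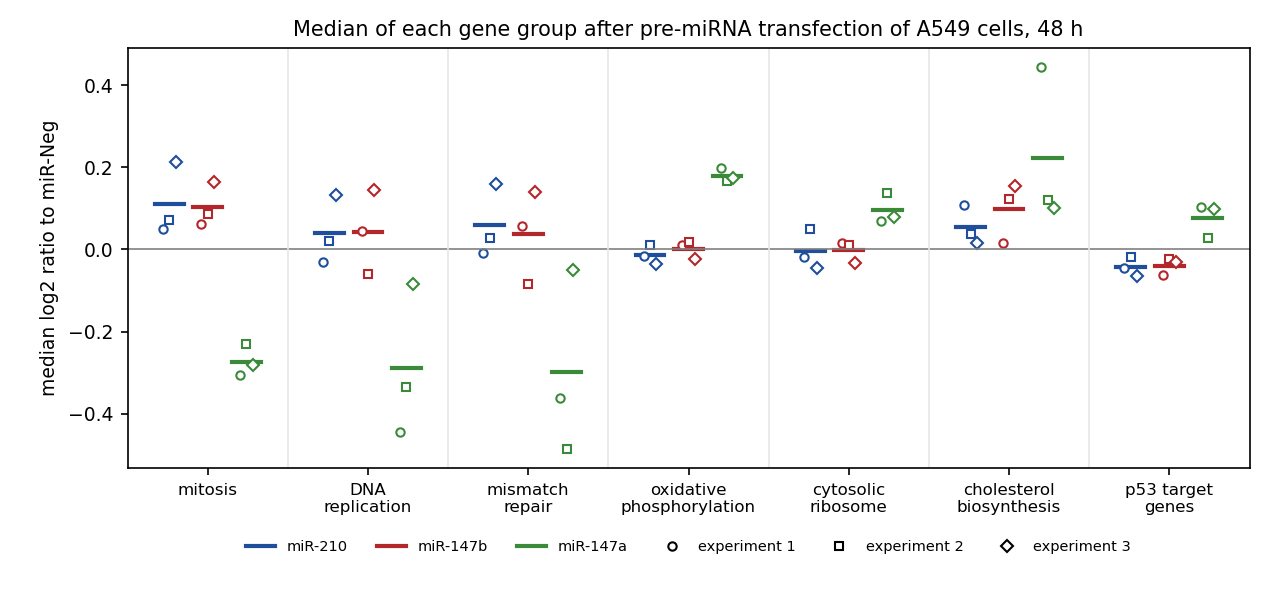
Median log2 ratio (miRNA over miR-Neg) of 7 gene groups in each of the 3 experiments. Points are the medians in experiments 1 (circle), 2 (square) and 3 (diamond), bars are the mean of the 3 medians, and colours are the miRNAs. With miR-147a the medians of mitosis lie at −0.306, −0.231 and −0.283, and those of DNA replication at −0.445, −0.336 and −0.0831.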

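The 23 lists of genes were written before the data were examined but after the paper was read. Of these, 3 shifted with miR-147b, where no member passed the test at gene level, and 4 with miR-210 by the camera test of limma. In both cases 1 of them was a set of 15 transcripts that the study chose on these samples, which is not independent evidence. With an estimated correlation this set alone kept its call, and the interferon-stimulated genes, shifted with miR-210 (adjusted p = 0.0022), had an adjusted p = 0.0781. The 53 genes of mitosis were higher on average with miR-147b (median log2 ratio 0.104, adjusted p = 9.47e-06, and adjusted p = 0.108 with an estimated correlation). They were also higher with miR-210 (median 0.122, adjusted p = 4.97e-07, and adjusted p = 0.0781 with an estimated correlation), where 9 were higher and none lower when adjusted over the list alone. With miR-147b no gene of mitosis passed over the list alone. The test of the difference between miR-210 and miR-147b did not pass for this list (adjusted p = 0.324, and 0.321 with experiment as a block). The 71 genes of the mitochondrial ribosome had an adjusted p = 0.00995 with miR-147b (adjusted p = 0.481 with an estimated correlation, and 0.103 without experiment 1) and a median of 0.0398 and an adjusted p = 0.167 with miR-210. Of 24 targets of miR-210 named in the literature, 15 were below 0 with miR-210 and the iron-sulfur scaffold ISCU fell, while 5 were lower when adjusted over the list alone. The shift of this list had an adjusted p = 0.0197, an adjusted p = 0.156 with an estimated correlation, and 0.0741 and 0.0561 without experiment 1 and without experiment 2. Without ISCU and NDUFA4, which are in Table S4, the list had an adjusted p = 0.259 by camera. With miR-147b it was not shifted (adjusted p = 0.326), 2 were lower over the list alone, and the difference from miR-210 did not pass (adjusted p = 0.142).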

Interestingly, all the pathways significantly modulated by miR-147b were also altered by miR-210. As shown in Figure 2B and 2C, the similarity between miR-210 and miR-147b-mediated transcriptomic changes was particularly underlined while most of miR-147a-mediated changes were specific. 

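Over the probes called with any miRNA, the changes with miR-210 correlated with those with miR-147b, also between experiments that share no control, and hardly with those with miR-147a. COL4A2, a chain of basement membrane collagen, was 2.86-fold lower with miR-210 (log2 ratio −1.51 ± 0.60, SD, n = 3, adjusted p = 0.0268 from limma) and at −0.96 ± 0.34 with miR-147b (adjusted p = 0.242) on one probe, and at 0.00 and 0.01 on another. SH3BGRL was at −0.91 ± 0.19 with miR-210 (adjusted p = 0.0239) and at 0.27 ± 0.15 with miR-147a (adjusted p = 0.322), a difference that passed (adjusted p = 0.0226, and 0.0412 with experiment as a block). CBX1 was 2.82-fold lower with miR-147a but at 0.11 with miR-147b and 0.07 with miR-210 (adjusted p = 0.00614 and 0.00763 for the differences, and 0.0147 and 0.0176 with the block).
Over the 262 probes called with any miRNA, the squared correlation of the mean log2 ratios was 0.832 between miR-210 and miR-147b, 0.000169 between miR-210 and miR-147a and 0.00717 between miR-147a and miR-147b. Over all 27648 probes r was 0.465, −0.0199 and 0.0384 (squared 0.216, 0.000395 and 0.00147), where unchanged groups against a shared control gave 0.333, 0.334 and 0.333 in simulations. Ratios against a shared control correlate even where nothing changes: in 100 simulations of unchanged groups the squared correlation of the most changed probes averaged 0.252 ± 0.0485 (SD) for miR-210 and miR-147b, and 0.248 and 0.245 for the other pairs, whose observed values are lower. The simulations assumed a shared control in experiments 1 and 3, with as much variance from the control as from all else. Neither was measured, so the simulated values are no measured baseline for these arrays. When the ratios of the 2 miRNAs came from different experiments, which share no control, r over the 262 probes averaged 0.762 (0.624 to 0.908) for miR-210 and miR-147b, −0.0158 for miR-210 and miR-147a and 0.067 for miR-147a and miR-147b. Over all probes it averaged 0.171 (0.0774 to 0.371), 0.0512 and 0.0273, and the 262 probes were selected on these same data. Between experiments 1 and 2 alone the average over all probes was 0.322, 0.117 and 0.0799, so that the combinations with experiment 3 lowered it. Within experiment 3 the repeated spots of ACTB, a single transcript, had r = 0.580 between miR-210 and miR-147b and −0.712 between miR-210 and miR-147a. Spot error shared in that experiment may thus enter the correlations of the means. The test of the difference itself called 0 probes between miR-210 and miR-147b, where COL4A2, for example, differed by −0.56. At an unadjusted p under 0.05 there were 777 (763 with experiment as a block). This is a share below 0.05 of the 27648 probes, no more than unchanged probes would give. The test called 77 between miR-210 and miR-147a (27 with experiment as a block) and 21 between miR-147a and miR-147b (1 with the block), and 0 of either kind without experiment 1 or without experiment 2. From the clustering and the correlations of these changes, the paper reasons that miR-210 and miR-147b act alike on the transcriptome while most effects of miR-147a are its own.

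**Figure D2:**
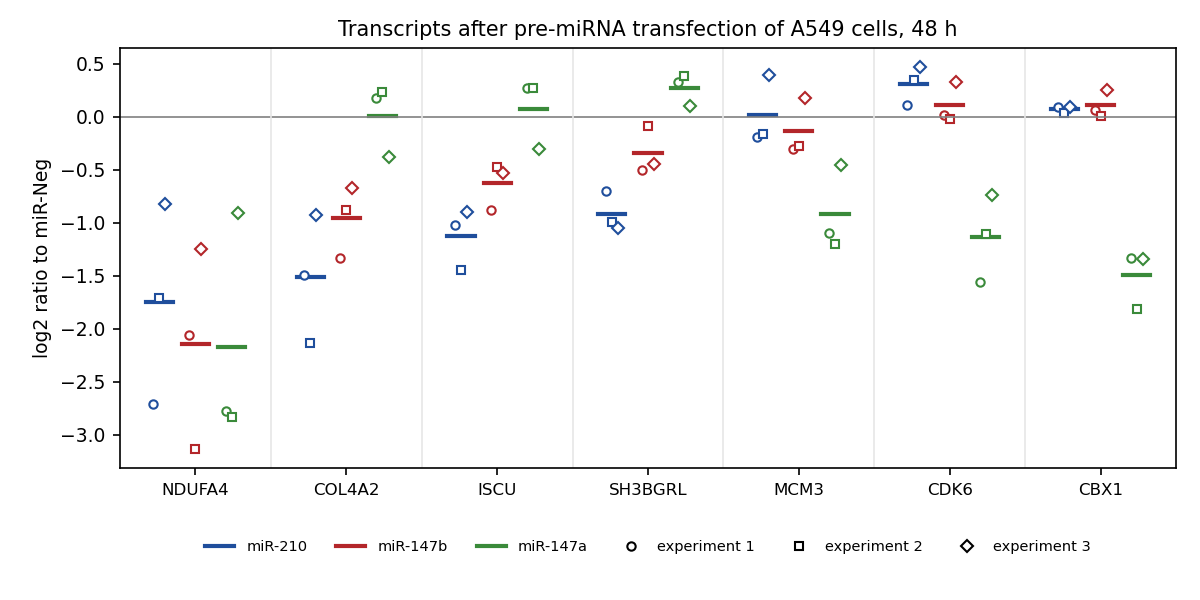
Log2 ratio (miRNA over miR-Neg) of 7 transcripts in each experiment, on the probe nearest in value to Table S4. Points are experiments 1 (circle), 2 (square) and 3 (diamond), bars are their mean, and colours are the miRNAs. CBX1 is below −1.3 in each experiment with miR-147a, and SH3BGRL is at −0.70, −0.99 and −1.05 with miR-210.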

In order to identify the set of mRNA specifically targeted by each of these 3 miRNAs, we then looked at target enrichment in the population of down-regulated transcripts. Figure 3A shows the outputs of a bioinformatics analysis using our web tool “MiRonTop” [33], allowing the detection of miRNAs that significantly affect gene expression at a large scale. As expected, they indicate a specific over-representation of predicted targets in the set of downregulated transcripts for each of the 3 transfected miRNAs, using 3 different prediction tools, TargetScan, microcosm and a direct search of a 7 nt “seed” match in the 3′UTR (Figure 3A). Importantly, we found a significant co-enrichment of miR-210 and miR-147b predicted targets using these tools in cells transfected by either of these 2 miRNAs while no significant link was found with miR-147a (Figure 3A and Figure S1B). For instance, using TargetScan as prediction tool, we found an enrichment of more than 10 fold for miR-147b predicted targets in miR-210-transfected cells and similar data were found in the opposite conditions (Figure 3A, list of predicted targets in Table S4). We observed variations for this enrichment values when different zones of the transcripts were analyzed, with a maximum in the 3′UTR around the stop codon and low scores in the coding region (Figure S2). Interestingly, the co-enrichment observed between miR-210 and miR-147b was also detected when we considered conserved or non-conserved targets (Figure S3). 

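Many transcripts at less than −0.5 with miR-147b were so with miR-210 too, and fewer with miR-147a. Among the named ones shared by miR-210 and miR-147b were DKK1, an inhibitor of Wnt signalling (log2 ratio −0.80 with miR-147b and −0.73 with miR-210), the receptor ADGRG1 (−0.63 and −0.75), CHMP4B, a subunit of the ESCRT-III complex (−0.54 and −0.56), and SDF2 (−0.82 and −0.83). With miR-210 the first 3 passed the limma test (adjusted p = 0.0306, 0.0268 and 0.0306) and SDF2 did not (adjusted p = 0.103), and with miR-147b none passed. Of 208 probes below −0.5 with miR-210 and 90 with miR-147b, 41 were below it with both, which is 45.6% of those of miR-147b and 19.7% of those of miR-210. Independent lists of these sizes would share 0.677, and simulated unchanged groups against shared controls 3.2. Neither number allows for spot error shared between arrays. Between miR-210 and miR-147a 19 probes were shared, or 9.13% of those of miR-210, where independent lists would share 1.87 and simulated unchanged groups 3.22. Among probes called at an adjusted p under 0.05, 2 were lower with both miR-210 and miR-147a, in GPRC5B (−0.47 and −0.41) and B4GALT5 (−0.61 and −0.53), where independent lists would share 0.209. These genes were picked out after their values were seen. No probe was called lower with miR-147b by limma, so that its overlap in called probes is 0. With 18 arrays taken as independent, 37 called probes were lower with both miR-210 and miR-147b, 24 with miR-210 and miR-147a and 11 with miR-147a and miR-147b.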

Taken together, these data indicated that mRNAs that are knocked down following transfection by miR-210 and miR-147b tend to overlap substantially (between 40 and 70% depending on the prediction tool) but are different from those down-regulated by miR-147a (Figure 3A and Figure S1B). This picture appears quite different from the one drawn initially using only targets prediction algorithms that gave a strong overlap between all 3 miRNA targets (compare Figure 1B and Figure 3B). Overall, these results underscore the highly similar impact on transcriptome of miR-210 and miR-147b overexpression.

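All 34 probes that fell with miR-210 had a mean log2 ratio below 0 with miR-147b. Among them were GDE1 (−0.80 ± 0.33, SD, n = 3, with miR-147b), VAMP7 (−0.73 ± 0.26), HMOX1 (−0.73 ± 0.33), FAM3C (−0.71 ± 0.37) and DIMT1, an enzyme that methylates ribosomal RNA (−0.38 ± 0.22). None of these 5 passed the limma test with miR-147b, where their adjusted p lay at 0.242, 0.0857, 0.167, 0.169 and 0.406. The median over the 34 probes was −0.389 with miR-147b and 0.0121 with miR-147a. Of them, 11 were below −0.5 with miR-147b and 3 with miR-147a, where 16 were below 0. In experiments 1 and 3 these miRNAs were compared with miR-Neg RNA of the same label, which may be a shared control. Simulated unchanged groups against such a control gave r = 0.333 over all probes, under an assumed variance of the control. No simulated value stands beside these counts. Conversely, of the 170 probes that fell with miR-147a, 66 were below 0 with miR-147b (median 0.0372) and 62 with miR-210 (median 0.0362). Among those that rose with miR-210, CXCL8, an inflammatory chemokine, was at 0.53 ± 0.30 with miR-147b (adjusted p = 0.242), and TM4SF1 at 0.44 ± 0.11 (adjusted p = 0.169). The 34 and 170 probes were chosen at an adjusted p under 0.05 in the mean of 3 experiments, and these counts were 0 and 0 without experiment 1, and 0 and 1 without experiment 2.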

**Figure 2:**
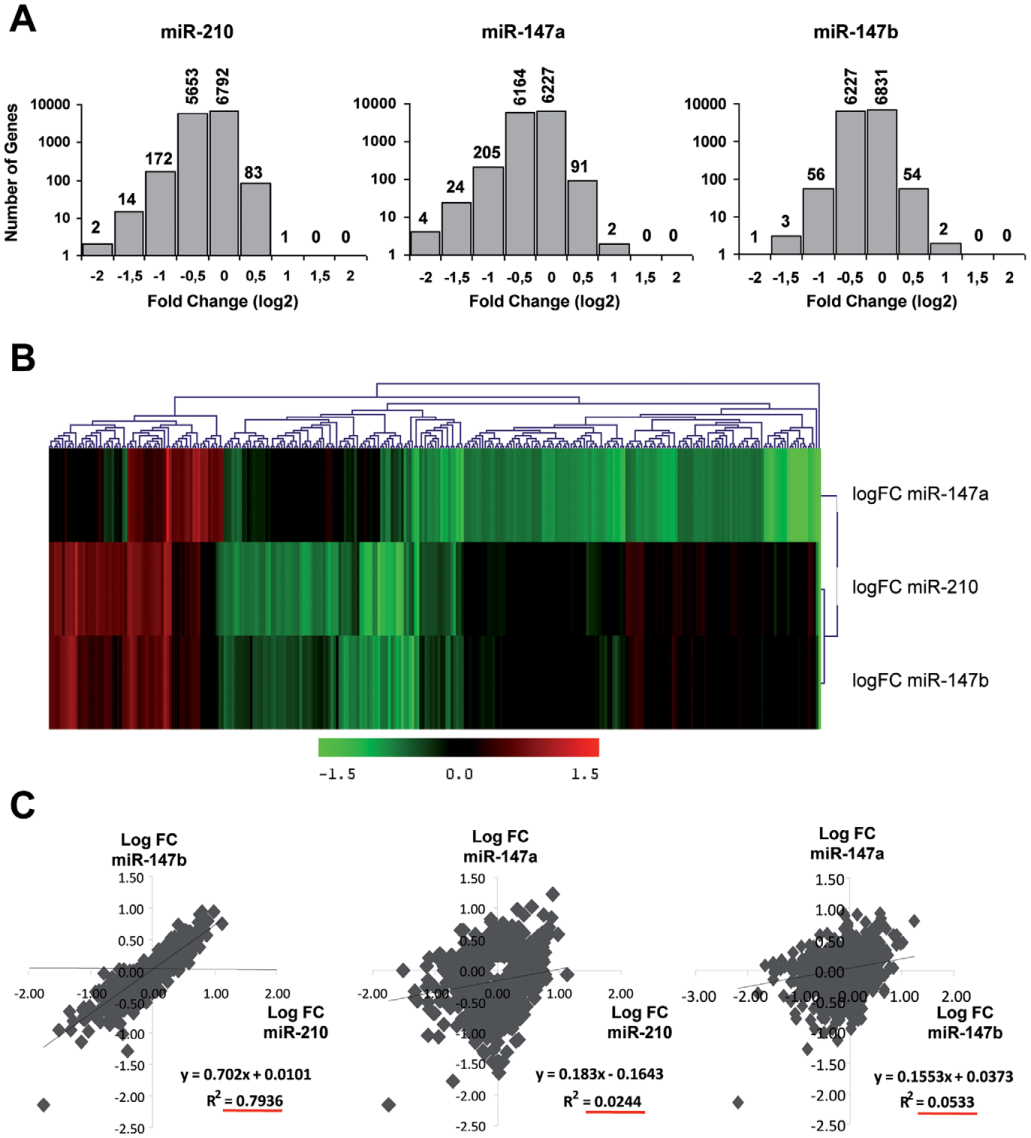
Global effect of miR-210 and miR-147 family members over-expression on transcriptome in the A549 cell line. A549 cells were transfected with synthetic pre-miR-210/147a/147b (10 nM) or with negative pre-miRNA (n = 3). RNA samples were harvested 48h post-transfection and mRNA profiles were determined with pan genomic arrays. A) Distribution of log2fold changes between each miRNA and the negative control. B) Heatmap comparing normalized log2 of the ratio between miR-210 or miR-147 family members and miR-Neg. Distance was measured using the Manhattan distance on the matrix of the log2 (ratio) and classification was performed using a complete agglomeration method. C) Correlation between the mRNA modulations mediated by the 3 different miRNAs. The correlation coefficient (R^2^) was calculated using log2 fold changes from top modulated genes (Adj.pValue <0.05 corresponding to 1098 genes).

**Figure 3:**
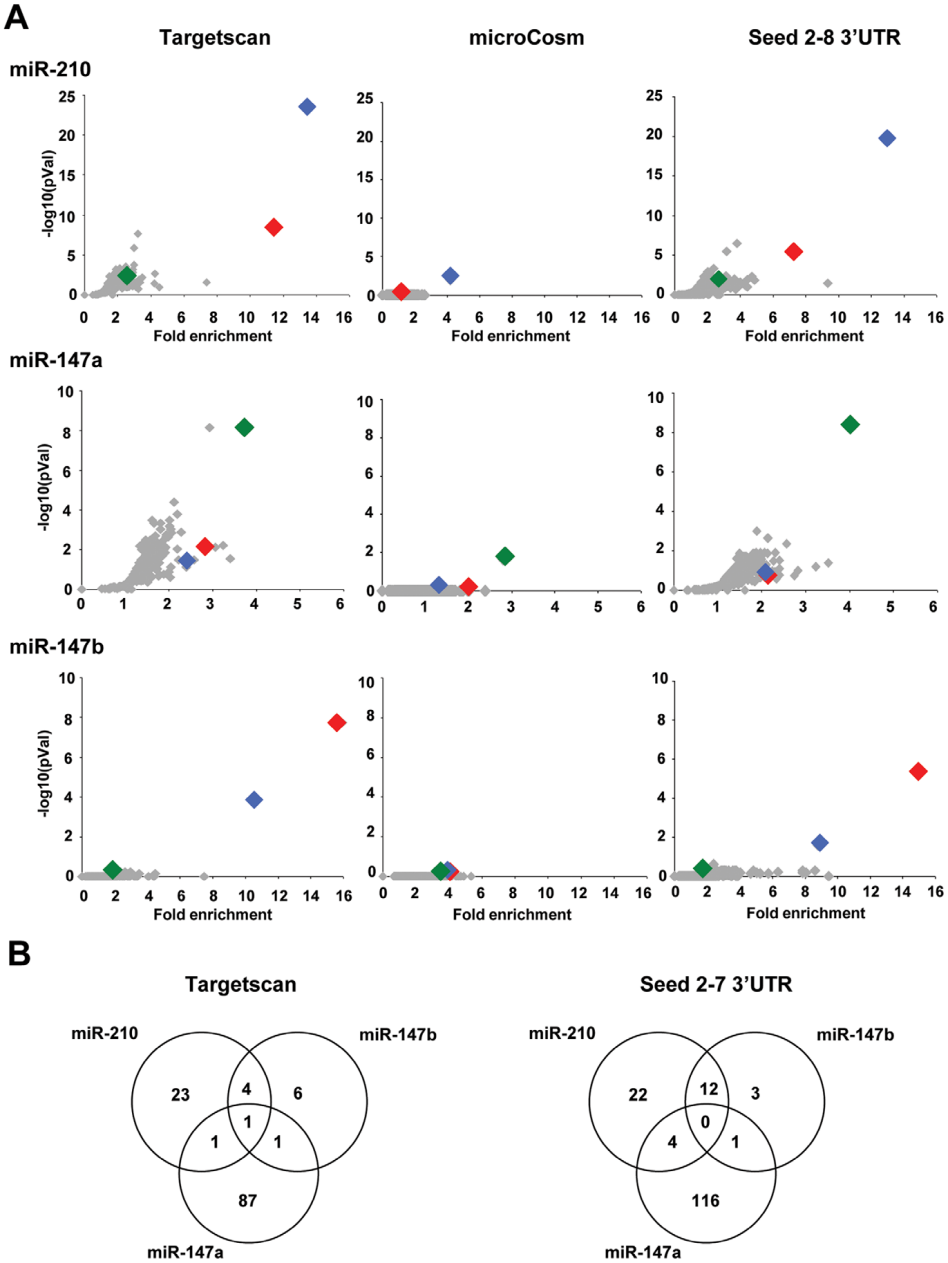
Enrichment of miR-210 and miR-147 family members-predicted targets in the different subsets of modulated transcripts following transfection by each miRNA candidate. A ) Graphs adapted from our webtool miRontop [33] showing the significance of the enrichment (represented as –log10 (adjPVal) according to the fold enrichment in experiments of overexpression of miR-210, miR-147a and miR-147b. Enrichment was calculated according to TargetScan, microCosm or a 2–8 seed search in 3′UTR. On each panel, miR-210, miR-147a and miR-147b are highlighted as blue, green and red dots, respectively. **B**) Venn diagram summarizing the predicted common targets of miR-210 and miR-147 family members using the combination of transcriptomic data and different bioinformatics prediction tools: TargetScan and a search of a 6 nt complementary seed 2–7 sequences in 3′UTR. Cut offs used for the selection of down-regulated transcripts: log2Average>8; logFC<-0.5 and Adj.pVal<0.05.

### Target Validation

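On the probes that match the paper's values, the transcripts it lists as lower were below the control in every experiment. Of those in Table S4 at an adjusted p under 0.05 and a log2 ratio under −0.5 in the paper's own values, a probe of that symbol lay within 0.02 of the paper's log2 ratios for 105 with miR-147a, 16 with miR-147b and 40 with miR-210, and all were below 0 in the 3 experiments. They were selected by the paper on these same arrays, and by the match to its values, so that this is not independent evidence. With the dye-exchange pairs averaged and limma, 72 of the 105, 0 of the 16 and 14 of the 40 had an adjusted p under 0.05. With 18 arrays taken as independent all of them passed, and without experiment 1 or without experiment 2 at most 1 did. IGFBP3, which binds insulin-like growth factors, was at −1.32 ± 0.45 (SD, n = 3, adjusted p = 0.0974) with miR-210 and −0.95 ± 0.80 (adjusted p = 0.387) with miR-147b. Its other probe, at −1.33 ± 1.34 and −0.66 ± 0.91, was above the control in experiment 3 with both, at 0.13 and 0.40. PSMA4, a subunit of the proteasome, was at −1.05 ± 0.74 with miR-147a (adjusted p = 0.0781). Of the 40 transcripts of miR-210, 17 were below −0.5 with miR-147b and 11 with miR-147a. Of the 105 of miR-147a, 7 were below −0.5 with miR-147b and 10 with miR-210.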

For targets validation, we selected a set of genes among the list of transcripts significantly down-regulated in at least one experimental condition (Table S4). This validation set was based on different criteria, including the best p-values associated to transcripts modulation, the selection of transcripts that belong to the various categories visualized in the Venn diagram of Figure 3B and to annotations for gene ontology terms enriched in each experimental condition (provided by our bioinformatics tool miRontop): such as “mitochondria” and “apoptosis” for miR-210 and miR-147b and “cell cycle”for miR-147a. A subset of 15 transcripts was selected (Table 1). 

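Each of the 15 transcripts had a mean log2 ratio below 0 with at least 1 of the miRNAs. Because the study chose them on these samples, their direction is not independent evidence. With miR-147a, 4 fell at gene level in limma and none rose: MCM3, NDUFA4, the membrane trafficking protein EHD2 (log2 ratio −0.86 ± 0.33, SD, n = 3, adjusted p = 0.0318) and the kinase MAPK6 (−0.65 ± 0.19, adjusted p = 0.0239). With miR-210, 3 fell and none rose: COL4A2, ALDH5A1 and SH3BGRL. With miR-147b none passed. Adjusted over the list alone, 9 were lower and 1 higher with miR-147a, 7 lower with miR-147b, and 11 lower and 1 higher with miR-210. Others were below 0 without passing, such as the phosphatase INPP5A (−0.75 ± 0.25, adjusted p = 0.0866 with miR-210), the transcription factor FOXN3 (−0.54 ± 0.20, adjusted p = 0.0652 with miR-210 on the probe nearest to Table 1) and the bradykinin receptor BDKRB2 (−0.51 ± 0.17, adjusted p = 0.122 with miR-210). E2F3 was at −0.25 ± 0.12 with miR-147a (adjusted p = 0.132), at 0.05 with miR-147b and at 0.07 with miR-210. Of the 45 values of the table, 41 lay within 0.02 of those found here. All 19 values in bold were below 0 in the 3 experiments. Of these, 5 passed at probe level, and 18 with the 18 arrays taken as independent. Without experiment 1 or without experiment 2, no probe of the 15 passed.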

Based on the different alignments proposed by several target prediction algorithms, we then fused part of the 3′UTR of these transcripts (around 400 nt in length) to a luciferase reporter using the pSICheck-2 vector. The constructs, corresponding to the 3′UTR of NDUFA4, SDHD and E2F3, 3 validated targets of miR-210 have been described elsewhere [26]. Data showing the normalized luciferase activity following co-transfection of the pSICheck-2 plasmid with the different pre-miRNAs are presented in Figure 4A. Twelve out of 17 new predictions could be effectively confirmed, using a threshold of inhibition of 20% (Table 2). 

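In the arrays, ALDH5A1, a mitochondrial enzyme of GABA breakdown, and SDHD, an anchor subunit of succinate dehydrogenase, had log2 ratios below 0 with miR-210 that did not pass the limma test at probe level. On the probe nearest to the paper's values, ALDH5A1 was at −0.67 ± 0.20 (SD, n = 3) with miR-210 (adjusted p = 0.0617), at −0.45 ± 0.27 with miR-147b (adjusted p = 0.327) and at 0.08 ± 0.21 with miR-147a. On its other probe it was at −0.16 ± 0.18 with miR-210, and as the mean of both probes at −0.41 ± 0.04 (adjusted p = 0.0269 at gene level). SDHD was at −0.45 ± 0.15 with miR-210 (adjusted p = 0.171) and at −0.31 ± 0.14 with miR-147b (adjusted p = 0.526). SH3BGRL, which fell with miR-210, was at −0.34 ± 0.23 with miR-147b (adjusted p = 0.396). IER5, an immediate early response gene, was lowest with miR-147b, at −0.64 ± 0.20 (adjusted p = 0.123), and at −0.33 ± 0.19 with miR-210 (adjusted p = 0.234). For none of the 4 did the difference between miR-210 and miR-147b pass the limma test, and in the set of 27648 probes 0 did.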

Interestingly, some transcripts that were slightly repressed in microarrays experiments were significantly inhibited in luciferase experiments: ALDH5A, SDHD and SH3BGRL, identified initially as miR-210-only targets turned out to be also targeted by miR-147b while the opposite situation occurred with IER5. Finally, MCM3, a miR-147a-only predicted target was found to be equally inhibited by the 3 miRNAs. Overall, the global picture summarizing the target specificity for these 15 transcripts appeared quite similar for microarray and luciferase assays and underscored the close relationships between miR-210 and miR-147b (Figure 4B).

**Figure 4:**
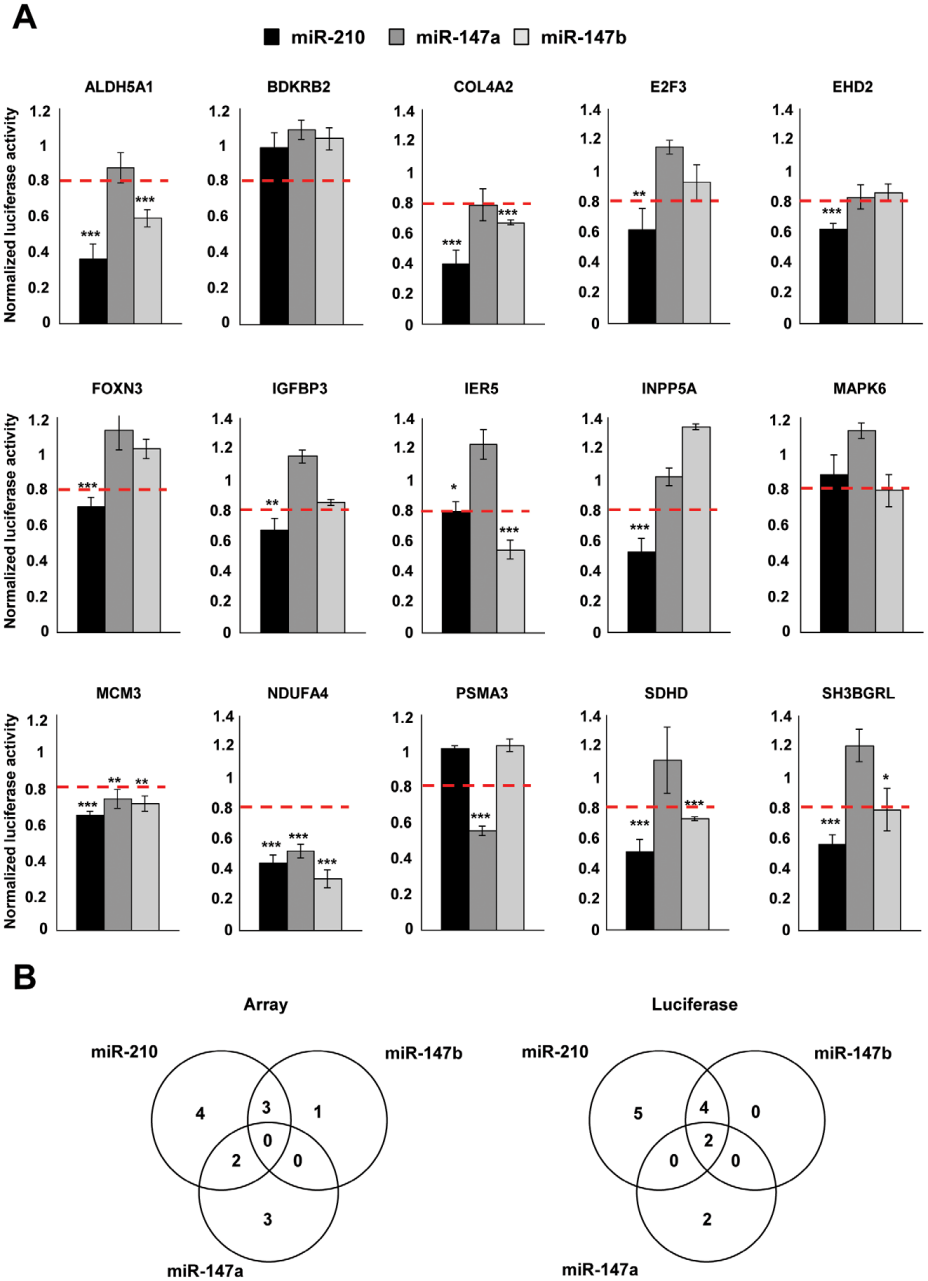
Targets validation using luciferase assays. A) Direct targeting of the 15 candidate transcripts by miR-210, miR-147a and miR-47b was analyzed *in vitro*. A549 cells were co-transfected with pre-miR-210, pre-miR-147a, pre-miR-147b or pre-miR-Neg and different pSI-Check-2™ constructs containing the 3′UTR of interest described in Table S5. Cells were harvested two days after transfection and luciferase activities were analyzed. B) Venn diagram summarizing the predicted (using the microarray approach) and validated (after luciferase assay) common targets of miR-210 and miR-147 family members. (*p<0.05, **p<0.005, ***p<0.0005).

**Table 1:** List of the 15 trancripts selected for validation.

Name	Accession	Function	miR-210(M)	miR-147a(M)	miR-147b(M)	miR-210(seed)	miR-147a(seed)	miR-147b(seed)
ALDH5A1	NM_001080.3	dehydrogenase (M)	**−0.67**	0.08	−0.45	2–8	1–8	2–7
BDKRB2	NM_000623.2	Bradykinin Receptor	**−0.58**	−0.31	−0.35	1–9	(6)	2–9
COL4A2	NM_001846.2	Collagene	**−1.51**	−0.05	−**0.96**	2–7	1–9	1–9
E2F3*	NM_001949.2	Transcription factor	0.07	−0.25	0.05	1–8	(4)	2–7
EHD2	NM_014601.2	Actin biding protein	**−0.87**	**−0.86**	−0.41	2–10	1–8	1–7
FOXN3	NM_005197.3	Transcription factor	**−0.55**	−0.02	−0.32	2–14	(19)	1–7
IER5	NM_016545.4		−0.33	−0.37	**−0.64**	1–7	(0)	2–15
IGFBP3	NM_000598.4	Insulin binding protein	**−1.32**	−0.34	−**0.95**	1–11	1–9	2–7
INPP5A	NM_005539.3	Phosphatase	**−0.75**	**−0.60**	−0.28	1–8	1–9; 1–7	2–7
MAPK6	NM_002748.3	Ser/Thr kinase	0.35	**−0.65**	0.24	(0)	2–7	(0)
MCM3	NM_002388.3	pre-replication complex	0.02	**−0.92**	−0.13	(0)	2–8	(0)
NDUFA4*	NM_002489.2	dehydrogenase (M)	**−1.75**	**−2.17**	**−2.15**	2–11	(0)	2–9
PSMA4	NM_002789.4	proteasome	−0.25	**−1.05**	0.02	(0)	1–10	(0)
SDHD*	NM_003002.1	dehydrogenase (M)	−0.45	0.00	−0.31	2–7	(0)	2–13
SH3BGRL	NM_003022.1	unknown	**−0.91**	0.27	−0.34	2–12	(0)	2–7

The list of 15 transcripts predicted to be targeted at least by one of the 3 miRNAs using the bioinformatics tool miRonTop are listed. M correspond to the Logarithm (base 2) of the ratio between each miRNA versus miR Neg. Bold values indicated a ratio above the threshold selected. The different types of base-pairing (seed) are listed; numbers inside brackets indicate the number of potential miRNA sites. * corresponds to previously validated targets from [26], [50].

**Table 2:** Table summarizing the data of microarrays and luciferase assays concerning the subset of 15 transcripts.

	miR-210		miR-147a		miR-147b	
	MiRonTop prediction	Luciferase assay	MiRonTop prediction	Luciferase assay	MiRonTop prediction	Luciferase assay
ALDH5A1	X	X				X
BDKRB2	X					
COL4A2	X	X		X	X	X
E2F3		X*				
EHD2	X	X	X			
F0XN3	X	X				
IER5		X			X	X
IGFBP3	X	X			X	
INPP5A	X	X	X			
MAPK6			X			
MCM3		X	X	X		X
PSMA4			X	X		
NDUFA4	X	X*		X	X	X
SDHD	X	X*				X
SH3BGRL	X	X				X

* corresponds to previously validated targets from [26], [50].

### Cellular Phenotypes Triggered by miR-147a, miR-147b and miR-210 Overexpression

We next investigated the effects of these three miRNAs on several cellular parameters. We first analyzed their effects in a scratch wound repair assay on a collagen type I substrate (Figure 5A). A strong wound closure delay was observed following pre-miR-147a transfection while no significant effect could be detected with pre-miR-210 and pre-miR-147b. A significant inhibition of cell proliferation by miR-147a was also observed in regular condition of growth on plastic (Figure 5B, left panel) while an opposite early transient stimulation by both miR-147b and miR-210 was noticed. However, a late toxic effect of these 2 miRNAs was detected 4 days of transfection, as evidenced by a significant increase of trypan blue positive cells (Figure 5B, right panel). Cell cycle analysis was then performed and indicated that miR-147a mediated cell cycle arrest in G1 phase while miR-210, and to a lesser extent miR-147b slightly increased the fraction of cells in the S/G2 phase (Figure 5C and 5D). The strong inhibitory action of miR-147a on cell proliferation was underlined by the down-regulation of pRB, cyclins (A and B) and cyclin-dependent kinase 6 (Cdk6) as well as a massive induction of the cyclin-dependent kinase inhibitor 1B (p27 Kip1) (Figure 5E).

**Figure 5:**
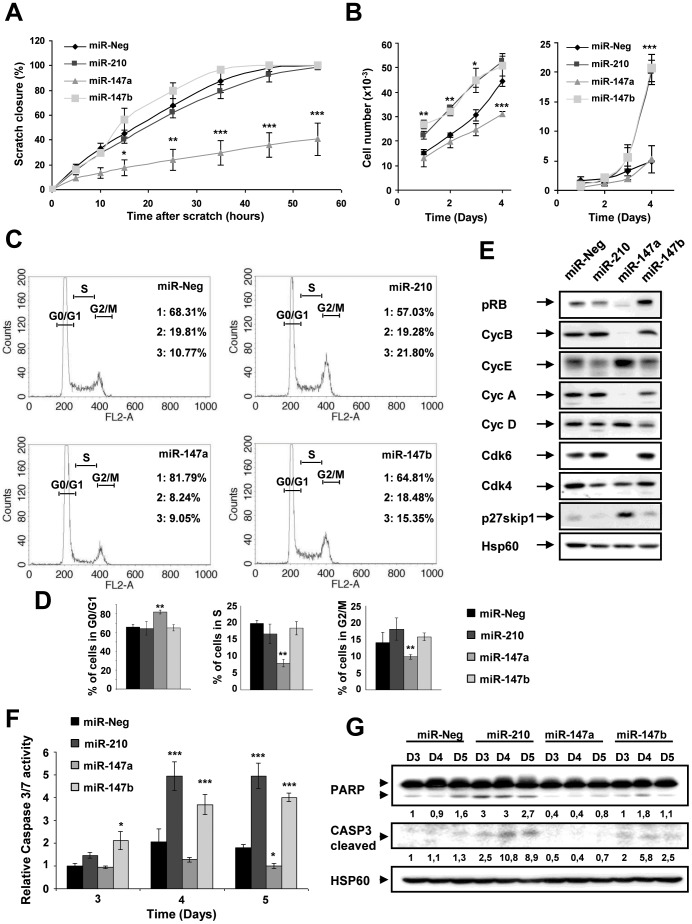
Biological consequences of miR-210, miR-147a and miR-147b overexpression on A549 cells proliferation and viability. A549 cells were transfected with 10 nM pre-miR-210, pre-miR-147a, pre-miR-147b or pre-miR-Neg and analyzed for several proliferation (A-E) and viability (F-G) parameters. A) Confluent cell monolayer was wound and filmed for 55h under light time laps microscope. Curves represent wound beds closure quantified by measuring the wound bed surface at the indicated times after injury using the Image J software. Values are expressed in percentage of the initial surface and correspond to the mean ± SD of 3 microscope fields. B) Effect of miR-210 and miR-147 family on A549 cell proliferation. Exponentially growing A549 cells were transfected and counted each day during 4 days with blue Trypan. Data show mean ± SD values of trypan blue negative (left panel) and trypan-blue positive cell number (right panel) from 2 independent experiments performed in triplicate. C) Cells were stained with propidium iodide and analyzed by flow cytometry. The G0/G1 (1), S (2) and G2/M (3) fractions were quantified in each condition. D) Quantification of each of these 3 fractions (G0/G1, S and G2/M) from 3 independent experiments. E) Expression of Cyclin D, Cyclin A, Cyclin E, CDK4, CDK6, pRB (6 molecules involved in G1 phase progression), p27Kip1 (inhibitor of G1 phase progression) and Cyclin B (involved in G2/M phase) were assessed by Western blot. Hsp60 corresponds to the loading control. F) Caspase 3/7 assay was performed at 3, 4 and 5 days after transfection. Data are mean ± SD values of 3 independent experiments performed in triplicate. See also Figure S4A. G) Expression of active caspase-3 (cleaved) and PARP, a substrate of caspase-3 was analyzed by Western blot. HSP60 corresponds to the loading control. Normalized densitometric quantification are shown for each lane. See also Figure S4C and Figure S4D (*p<0.05, **p<0.005, ***p<0.0005).

In order to confirm the effect of miR-210 and miR-147b on cell death observed 4 days after transfection, we next measured caspase 3/7 activity, which revealed significant induction of apoptosis in A549 cells by miR-210, as previously demonstrated [26] but also by miR-147b (Figure 5F). This effect was further confirmed by the specific detection of the cleaved forms of Poly ADP ribose polymerase (PARP) and caspase-3 as well as a decrease of pro-caspase-3 in cell lysates of miR-210 and miR-147b-transfected A549 cells (Figure 5G and S4C-D). Therefore, these experiments underlined the close proximity of miR-210 and miR-147b regarding apoptotic-mediated cellular effects while miR-147a appears as a potent inhibitor of cell proliferation and migration.

### Distinct Regulation of miR-210 and miR-147 Family Members in A549 Cells

While it is well known that miR-210 expression is under the control of Hypoxia-Inducible Factor-1 alpha (HIF-1α) in virtually all cell lines tested, including A549 cells, the regulation of expression of hsa-miR-147a and hsa-miR-147b has not been well documented yet. Based on a previous report describing the regulation of mmu-miR-147 (*ie:* the homolog of hsa-miR-147b) in murine macrophages upon Toll-like receptor stimulation [38], we treated A549 cells with LPS and TNFα in normoxic or hypoxic conditions and measured the levels of the 3 mature miRNAs using TaqMan qRT-PCR. As expected, miR-210 was significantly induced in A549 cells under hypoxic condition but was insensitive to LPS or TNFα treatment (Figure 6A). In contrast, a strong induction of miR-147b by TNFα and to a lesser extent by LPS was observed (Figure 6B), while no significant stimulation of miR-147a could be detected in these conditions (data not shown).

**Figure 6:**
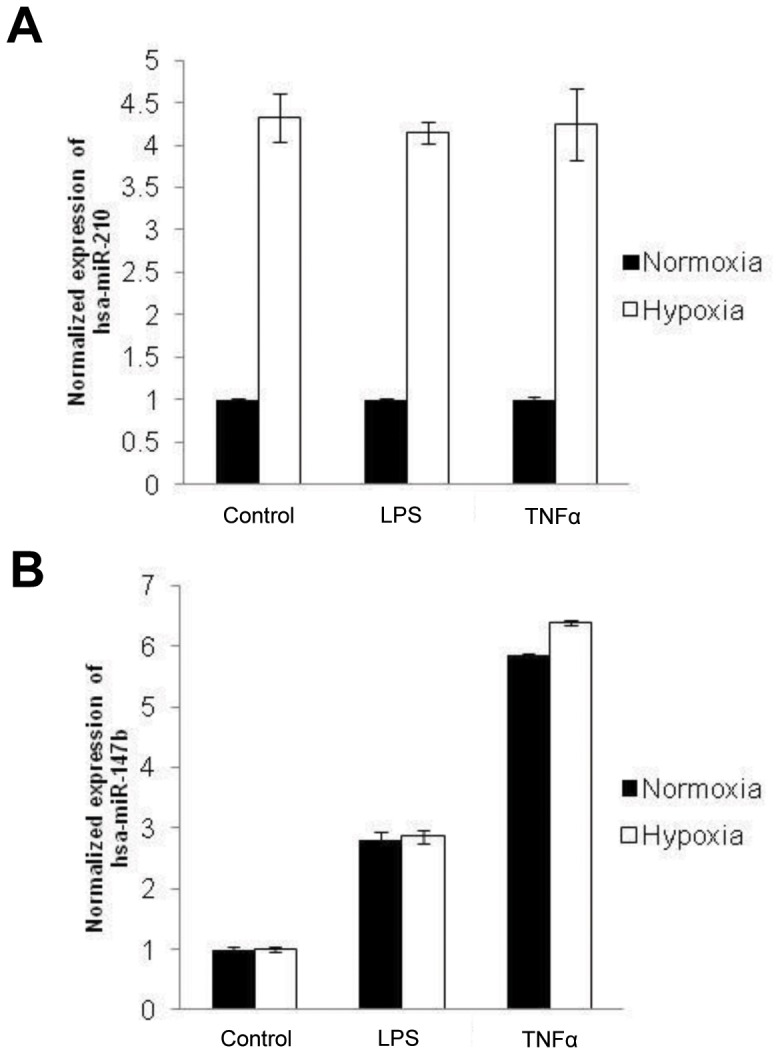
miR-147b and miR-210 expression in response to LPS, TNFα and hypoxia. MiR-210 (A) and miR-147b (B) expression was monitored by qPCR on RNA from A549 cells stimulated with 10 µg/ml LPS or 10 ng/ml TNFα with or without exposure to 1% O2 for 48 hours. Mean ± SEM is representative of 3 independent experiments carried out in triplicate**.**

## Discussion

The ability of miRNAs to interact with many targets and the possibility for some of them to share a same target increase tremendously the complexity of biological networks. In that context, the use of bioinformatics tools that explore miRNA influence on datasets [30], [31], [32], [33] is mandatory to establish a minimal set of mRNA modulated by a given miRNA and offer the opportunity to identify miRNAs with overlapping regulatory functions. Using our recently described application MiRonTop [33] and a large set of miRNA-overexpressed microarray experiments, we noticed indeed a close relationship between two miRNAs from distinct families, hsa-miR-147b and hsa-miR-210. While these 2 species only share the same “minimal” seed sequence, hsa-miR-147b has a homolog, hsa-miR-147a, which differs only with a 1 nt substitution in the seed sequence. We could first show the strong similarity between miR-210 and miR-147b at a whole genome transcriptome level while it appeared that miR-147a-mediated changes were highly specific. Second, we could validate a significant number of common predicted targets of miR-210 and miR-147b using luciferase assay. Third, we could confirm this close proximity at a functional level on several cellular parameters.

The methodology used in our study was based on the overexpression of these different miRNAs, which might induce some drawbacks, because the high expression of synthetic miRNAs does not reflect a physiological induction of these miRNAs. This is not the case here, since a concentration as low as 0.1 nM of miR-210 or miR-147b mimics was still able to induce a significant apoptotic effect (Figure S4). Our more recent experiments using a lentiviral approach confirmed that expression of miR-210 within ∼2fold of physiological induction by hypoxia also resulted in a significant co-enrichment of miR-210 and miR-147b predicted targets (data not shown). It will be informative to further confirm these data through the knock-down of the endogenous miRNAs. However, this specific approach appears quite complex in our model. Indeed, hypoxia and TLR stimulation, which increase miR-210 and miR-147b, respectively, induce very large and different transcriptional programs that will likely interfere with an efficient comparison of the corresponding data sets and also mask the more subtle effects of these miRNAs on their mRNA targets.

These data provide an interesting and natural example illustrating the seed-dependent function of miRNAs. The importance of the seed has been widely explored through hundred of examples of miRNAs – transcripts pairs [7]. While the miR-210/miR-147b proximity shown in our study underscores this key molecular rule, it also provides several original findings. First, this represents to our knowledge one of the first example of a functional similarity between miRNAs species based on a 6 nt “minimal seed only” identity. Similar studies have focused on the mRNA targeting overlap among homologous miRNAs, in particular the miR-15/107 group, composed of ten distinct mature miRNAs [39]. Using a similar approach, these authors have shown that transfection of several members of this group gave nearly identical expression profiles and similar cellular phenotypes [39], [40], [41]. They concluded that these miRNAs are members of a single miRNA group, whose membership could be defined on sequence identity in the mature miRNA 5′end, that included a 6 nt sequence [39]. It appears noteworthy however that most of these sequences also shared some identity in either the 8^th^ nucleotide of the seed or in the 3′ end section. Second, the 1 nt substitution observed between miR-147a and miR-147b, located in the seed at the 5^th^ base, corresponds to a change of U (in miR-147a) into a C (in miR-147b), indicating that all “seed-dependent” miR-147b targets would tolerate a GU wobble, as it has often been shown [6]. Herein contradiction with this model, a very small percentage of miR-147b targets were also down-regulated by miR-147a in the microarray data. Moreover, luciferase validation experiments demonstrated that only 1 target out of 7 miR-147b targets was significantly down-regulated by miR-147a, NDUFA4, with an extensive 7 nt pairing to the 3′ portion of the miRNAs that could compensate for this single mismatch in the seed, as previously proposed for the let-7 site in lin-41 transcript [7]. 

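Most transcripts at less than −0.5 with miR-147b were not at that level with miR-147a. Of 90 such probes, 18 were below −0.5 with both, or 20.0% of those of miR-147b and 7.26% of the 248 of miR-147a, where independent lists would share 0.807 and simulated groups against shared controls 2.78. They include NDUFA4, SCARA3, a scavenger receptor (log2 ratio −0.79 with miR-147b and −1.04 with miR-147a), the kinase HIPK2 (−0.82 and −0.78) and RNF11 (−0.63 and −0.61), none of which passed the limma test at probe level with either miRNA. LRRC8A, a subunit of the volume-regulated anion channel, was at −0.86 with miR-147b and 0.03 with miR-147a. SUPT16H, a subunit of the histone chaperone FACT, was at −0.71 and −0.02. These genes were picked out after their values were seen. Of the 16 transcripts that Table S4 calls lower with miR-147b and that have a probe within 0.02 of its values, 4 were below −0.5 with miR-147a and none of them passed there, against 13 below −0.5 with miR-210. Limma called 0 probes with miR-147b (67 at log-odds above 0), so that no called list of miR-147b could be compared.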

Overall, our data strongly support that a minimal 6 nt seed sequence only found in miR-210 and miR-147b represents the major functional component of these 2 miRNAs.

On a more general view, it appears instrumental to address whether a similar situation could be observed in other miRNAs with degenerate seed sequences. Bioinformatics analysis of human miRNA sequences from miRBase (release 16) indicated that 207 seed sequences out of 872 are shared by at least two miRNAs (Figure S5 and Table S5). Interestingly, only a minority of these sequences are classified into identical families (*ie*: miRBase families) based on the overall sequences alignments from non-coding RNAs [42]. For instance, in the case of a seed shared by 2 miRNAs (Figure S5, “2 miR/seed” histogram), we found a total of 136 shared seeds including only 47 seeds belonging to miRNAs from the same family (34,6%). Overall, this observation may indicate that multiple other miRNAs are indeed in the same situation as the one described here for miR-210 and miR-147b and would need to be further clarified in terms of putative functional redundancy.

The close relationship observed for miR-210 and miR-147b in microarrays experiments was confirmed at the cellular level using several assays. We show that both these miRNAs induced a delayed apoptosis, as evidenced by trypan blue staining, caspase-3 activity and PARP cleavage (Figure 5), confirming the pro-apoptotic effect of miR-210 in A549 cells [26]. This effect could be likely mediated by the targeting of several mitochondrial components by these 2 miRNAs, such as ISCU, NDUFA4 or SDHD, inducing mitochondrial dysfunctions associated with induction of reactive oxygen species, decrease of mitochondrial membrane potential and caspase-3 activation [26], [43], [44]. By contrast, the impact of miR-147a was mainly at the level of cell division, since miR-147a overexpression led to a highly disproportionate number of modulated cell cycle genes (p<10^−15^, Table S1). 

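ISCU, which assembles iron-sulfur clusters in mitochondria, was 2.18-fold lower with miR-210 (log2 ratio −1.12 ± 0.28, SD, n = 3, adjusted p = 0.0239 from limma). With miR-147b it was at −0.63 ± 0.22 (adjusted p = 0.25), below 0 in the 3 experiments, and with miR-147a at 0.08 ± 0.33 (adjusted p = 0.908). The difference between miR-210 and miR-147a had an adjusted p = 0.0416, and 0.0849 with experiment as a block. NDUFA4 had the lowest log2 ratio of any named transcript with miR-147b and with miR-210, at −2.14 ± 0.95 (adjusted p = 0.242) and −1.75 ± 0.94 (adjusted p = 0.182), and was as low with miR-147a. SDHD was below 0 in each experiment with both miR-210 and miR-147b and was at 0.00 ± 0.34 with miR-147a. The ISCU call had 3 replicates behind it, and no probe passed with miR-210 without experiment 1 or without experiment 2.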

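Cell cycle genes set miR-147a apart from the other miRNAs. The list of mitosis differed between miR-147a and miR-210 and between miR-147a and miR-147b (adjusted p = 3.27e-25 for each by the camera test of limma, and adjusted p = 0.00891 for each with an estimated correlation). The list of DNA replication differed as well (adjusted p = 5.72e-13 and 1.13e-16, and adjusted p = 0.301 and 0.225 with an estimated correlation). With the block for experiment these were 3.38e-25 for mitosis in each comparison and 9.46e-17 and 4.4e-21 for DNA replication. Of 29 measured genes of G1/S control, 2 fell with miR-147a, CCND1 (log2 ratio −0.56 ± 0.22, SD, n = 3, adjusted p = 0.0152 at gene level) and CDK6. One rose, CDKN1A, an inhibitor of cyclin-dependent kinases (0.42 ± 0.15, adjusted p = 0.0328). Adjusted over the list alone, 4 were lower and 1 was higher. This list as a whole was not shifted (adjusted p = 0.212). Among the remaining cell cycle genes, MKI67, a marker of proliferating cells, was at −0.47 ± 0.16 (adjusted p = 0.0491) and AURKB, a mitotic kinase, at −0.45 ± 0.25 (adjusted p = 0.0359). At gene level 0 members of these lists passed without experiment 1 or without experiment 2, while 20 of mitosis and 30 of DNA replication fell without experiment 3.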

Several canonical pathways associated to cell cycle (control of chromosomal replication, G_1_/S checkpoint regulation, G_2_/M DNA damage checkpoint regulation) were also significantly altered in miR-147a-transfected cells (Table S2). In agreement with such a signature, miR-147a transfection led to a strong inhibitory action on cell proliferation and a G_0_/G_1_ arrest in a pRB-dependent mechanism. Several cell-cycle-related genes, such as CDK6 or MCM3, represent putative miR-147a targets. 

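CDK6, a kinase that drives cells through G1, was 2.19-fold lower with miR-147a on one probe (log2 ratio −1.13 ± 0.41, SD, n = 3, adjusted p = 0.00739 from limma) and at 0.08 ± 0.16 on the other. On the first probe it was at 0.31 ± 0.18 with miR-210 and 0.11 ± 0.19 with miR-147b, and the difference between miR-210 and miR-147a passed (adjusted p = 0.0275, and 0.0221 with experiment as a block), while that between miR-147a and miR-147b did not (adjusted p = 0.0523, and 0.0543 with the block). MCM3 was 1.89-fold lower with miR-147a (−0.92 ± 0.40, adjusted p = 0.0352) and at −0.13 ± 0.27 with miR-147b and 0.02 ± 0.33 with miR-210. Its difference between miR-210 and miR-147a had an adjusted p = 0.123, and 0.0263 with the block. The 2 probes of the cyclin CCND1 diverged likewise, at −1.11 ± 0.35 (adjusted p = 0.00739) and 0.00 ± 0.23 with miR-147a. The cyclin CCNA2 fell (−0.48 ± 0.18, adjusted p = 0.0439). CDK4 (−0.44 ± 0.39, adjusted p = 0.136), CCNE1 (−0.33 ± 0.47, adjusted p = 0.414), RB1 (0.19 and −0.13 on 2 probes) and CDKN1B (−0.04 ± 0.14, adjusted p = 0.945) did not pass. None of these calls was made without experiment 1 or without experiment 2, where the counts of all called probes were 0 and 1.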

MCM3 was indeed validated as a *bona fid*e miR-147a target by luciferase assay, but additional targets are probably involved in the observed phenotype. An upregulation of miR-147a has been reported in several cancers [45], [46]. However, we were unable to detect a significant expression of this miRNA in our small RNA Seq database. This is consistent with its current “not evidence-based experimental” status in miRBase [47]. It remains that the human genome, as well as other primate sequences (*Pan troglodytes, Pongo pygmaeus* and *Macaca mulatta*) contain a predicted precursor hairpin for miR-147a. The situation is different for miR-210 and miR-147b. MiR-210 locus is located on chromosome 11 and has been classified as an “intergenic” miRNA processed from an uncharacterized pri-miRNA transcript. Multiple studies have consistently established that miR-210 induction is a feature of the hypoxic response in both normal and transformed cells and its overexpression has been detected in a variety of cardiovascular diseases and solid tumors (for review, [48]). A wide spectrum of miR-210 targets have been identified, with roles in mitochondrial metabolism, angiogenesis, DNA repair, and cell survival. MiR-147b is located in exon 4 of the normal mucosa esophagus specific 1 (NMES1) transcript, downstream of the NMES1-coding sequence, and possesses the same mature sequence as mmu-miR-147, with a similar location on the mouse homologous gene. As shown in Figure S6, using data from our “small RNA Seq database”, miR-147b is indeed significantly expressed in three distinct human tissues or cell line, including A549 cells. Moreover, these reads are totally consistent with a transcription from the NMES1 locus. Expression of mmu-miR-147 has been shown to be induced upon Toll-like receptor (TLR) stimulation in murine macrophages and has been linked to the sensitivity of the inflammatory response, suggesting that it could be part of a negative feed-back loop of the TLR pathway [38]. We have confirmed these data in human epithelial cells using TaqMan qRT-PCR, showing a significant upregulation of miR-147b by both LPS and TNFα.

Our data interestingly connect the molecular pathways regulated by miR-210 and miR-147b, suggesting that they could drive a common stress-related response following either hypoxia or inflammation. This suggests that these two different external stimuli could lead to a similar intracellular molecular adaptation regarding metabolic switch as suggested by several reports about miR-210 function [48]. It will be of particular interest to study the expression and function of these two miRNAs in ischemic and inflammatory diseases as well as in pathological settings where both hypoxia and inflammation co-exists such as cancer.

Overall, our study highlights the strong functional divergences that can be observed between miRNAs sharing an overall sequence similarity and shed some new light on the approaches that should be developed to improve the classification of miRNAs. This could be extremely beneficial to all studies where complex miRNA molecular networks are dissected. More specifically, our study is the first demonstration of the strong functional link existing between miR-147b, associated within inflammatory response, and miR-210 associated with hypoxia and cancer, *i.e.* two miRNAs previously associated to distinct regulatory pathways and cellular role.

## Materials and Methods

### Cell Culture

The lung adenocarcinoma A549 cell line was purchased from the American Type Culture Collection and was grown in DMEM supplemented with L-glutamine (8 mM), 10% FBS, Penicillin (50 U/ml) and Streptomycin (50 µg/ml) at 37°C in a humidified 5% CO_2_ air atmosphere. A Bug-Box™ anaerobic workstation (Ruskinn Technology) set at 1% oxygen, 94% nitrogen and 5% carbon dioxide was used for hypoxic conditions.

### Transfection

Chemically synthesized miRNA duplexes pre-miR-210, pre-miR-147a and pre-miR-147b and control pre-miRNA (pre-miR-Neg # 1) were purchased from Ambion. A549 cells were transfected at 50% confluency with Lipofectamin RNAi MAX™ (Invitrogen) and with pre-miRNAs at a final concentration of 10 nM.

### RNA Extraction

Cells were homogenized in 2 ml of TRIzol reagent (Invitrogen). Total RNAs including small RNAs were extracted using the miRNeasy kit (Qiagen) according to the manufacturer’s instructions. RNA quality was checked using the bioanalyzer 2100 (Agilent Technologies). RNA concentration was determined using the ND-1000 micro-spectrophotometer (NanoDrop Technologies).

### Quantitative RT-PCR of Mature miRNA

Mature miRNA expression was evaluated using TaqMan MicroRNA Assays (Applied Biosystems) and the Lightcycler 480 detection system (Roche). All reactions were performed in duplicate. Expression levels were normalized to RNU6B and calculated using the comparative C_T_ method (2^−ΔΔCT^).

### Microarrays

Pangenomic microarrays were printed using the human RNG/MRC oligonucleotide collection as previously described [36]. RNA were labelled and hybridized as previously described [26]. Three biological replicates were performed for each comparison. The experimental data and microarray design have been deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under serie GSE33247.

#### Statistical analysis

Normalization was performed using the Limma package available from Bioconductor (http://www.bioconductor.org). Intra slide and inter slide normalization was performed using the Print Tip Loess and the quantile methods, respectively. Means of ratios from all comparisons were calculated and B test analysis was performed. Differentially expressed genes were selected using Benjamini-Hochberg correction of the *p*-value for multiple tests, based on a *p*-value below 0.05 and a fold change cut off (logRatio >0.5).

#### Biological Theme Analysis

Data from expression microarrays were analyzed for enrichment in biological themes (Gene Ontology molecular function and biological process) and build biological networks built using Ingenuity Pathway Analysis software (http://www.ingenuity.com/) and Mediante (http://www.microarray.fr:8080/merge/index) [49], an information system containing diverse information about our probes and data sets.

#### Targets analysis

MiRonTop [33] is an online java web tool (available at http://www.microarray.fr:8080/miRonTop/index) that integrates DNA microarrays data to identify the potential implication of miRNAs on a specific biological system. Briefly, MiRonTop ranks the transcripts into 2 categories (‘Upregulated’ and ‘Down regulated’), according to thresholds for expression level and for differential expression. It then calculates the number of predicted targets for each miRNA, according to the prediction software selected (Targetscan, microCosm, PicTar, exact seed search: 2–7 or 1–8 first nucleotides of the miRNA, TarBase v1), in each set of genes. Enrichment in miRNA targets in each category is then tested using the hypergeometric function.

### Molecular Constructs

3′UTR sequences from *ALDH5A1, BDKRB2, COL4A2, EHD2, FOXN3, IER5, IGFBP3, INPP5A, MAPK6, MCM3, PSMA4* and *SH3BGRL*, were cloned in the pSI-CHECK™-2 vector (Promega) downstream of the *Renilla* luciferase using *Xho*I and *Not*I restrictions sites. Constructs for *E2F3, NDUFA4* and *SDHD* have been previously described [26]. The sequences of primers used for each construct are described in Table S1.

### miRNA Targets Validation by Luciferase Assay

A549 cells were plated in 96-well plates and transfected with 200 ng of pSI-CHECK™-2 constructs and 10 nM of pre-miRNAs using Lipofectamine 2000 (Invitrogen). The medium was replaced 8 hours after transfection with fresh medium containing 10% FCS, L-glutamine and supplemented with penicillin and streptomycin. 48 hours after transfection, firefly and *Renilla* Luciferase activities were measured using the Dual-Glo™ Luciferase assay (Promega).

### Cell Cycle Analysis

A549 cells were seeded in 12 well plates, transfected 24 hours later and trypsinized 72 hours after transfection for cell cycle analysis. Cells were collected by centrifugation at 1500 rpm for 5 min, fixed with cold ethanol 70% and resuspended in PBS containing 1% NP40, propidium iodide (20 µg/ml) and RNAseA (20 µg/ml). After 15 mn cells were analyzed by flow cytometry using FACSCALIBUR (Becton Dickinson).

### Caspase 3/7 Assay

The activation of executioner caspase-3 and -7 in A549 cells was determined using the Caspase-Glo 3/7 Assay kit (Promega) according to the manufacturer’s instructions. A549 cells were plated in triplicate in 96-well plates and transfected as described above. Luminescence was quantified after 1 hour of incubation with the caspase substrate on a luminometer.

### Western Blot Analysis

Cells were lysed in Laemmli buffer and the protein concentration determined using the Bradford assay (Biorad). 40 µg of proteins were resolved by SDS-PAGE and transferred onto a PVDF membrane (Millipore). Membranes were blocked in 5% non-fat milk in TN buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl) and incubated in the presence of the primary and then secondary antibodies. After washing in TN buffer containing 1% Triton-X100, immunoreactive bands were visualized with the ECL system (Amersham Biosciences). Polyclonal or monoclonal antibodies to CCNA (C19), p27Kip1 (C19), CDK4 (C22), CDK6 (C21), CCNB1 (GNS1), CCND1, CCNE1 and HSP60 (K19) were purchased from Santa Cruz Biotechnology. Anti-RB (MAB3186) mouse mAb and anti-caspase-3 (total and cleaved) were from Millipore and Cell Signaling, respectively.

### *In vitro* Wound Scratching Assay

Confluent A549 cells were wounded using pipet tips and wound bed closure was recorded by videomicroscopy for 48 hours on an Axiovert 200 M inverted microscope (Carl Zeiss) equipped with 37°C and 5% CO2 regulated insert (Pecon GmbH, Germany). Brightfied images were taken each hour through a 10*6* phase contrast objective with a CoolSNAPHQ CCD Camera managed by Metamorph Software (Roper Scientific, Evry, France). Wound bed areas were quantified using the NIH ImageJ sotware (http://rsb.info.nih.gov/ij/).

### Statistical Analysis

Results are given as the mean ± S.E.M. Statistical analysis was performed using the Student’s t-test as provided by Microsoft Excel™ and the null hypothesis was rejected at the 0.05 level (*p<0.05, **p<0.005, ***p<0.0005).

## Supporting Information

Figure S1 Overlap between predicted targets of miR-210 and miR-147 family members. A) *In silico* evaluation of the common predicted targets between hsa-miR-210, hsa-miR-147a and hsa-miR-147b using TargetScan or microCosm. B) Overlap between the predicted targets for each of the 3 miRNAs that are significantly down-regulated following transfection by each of the miRNA candidates. Data were calculated using our webtool miRontop (Lebrigand et al. 2010, Bioinformatics) using the following cut offs : log2Average>8; logFC<-0,5 and Adj.pVal<0,05. Note that an important percentage of genes knocked down by miR-210 were also knocked down by miR-147b but not by miR-147a.
(TIF)

Figure S2 Graphs adapted from our webtool miRontop (Le Brigand et al. 2010, Bioinformatics) showing the significance of the enrichment (represented as –log10 (adjPVal) according to the fold enrichment in experiments of overexpression of hsa-miR-210, hsa-miR-147a and hsa-miR-147b. Enrichment was calculated according to a 2–7 seed search in distinct regions of the transcripts. On each panel, hsa-miR-210, hsa-miR-147a and hsa-miR-147b are highlighted as blue, green and red dots, respectively.
(TIF)

Figure S3 Graphs adapted from our webtool miRontop (Le Brigand et al. 2010, Bioinformatics) showing the significance of the enrichment (represented as –log10 (adjPVal) according to the fold enrichment in experiments of overexpression of hsa-miR-210, hsa-miR-147a and hsa-miR-147b. Enrichment was calculated according to a 1–8 seed search in 3′UTR or using the conserved or non-conserved miRNA targets prediction database from TargetScan. On each panel, hsa-miR-210, hsa-miR-147a and hsa-miR-147b are highlighted as blue, green and red dots, respectively.
(TIF)

Figure S4 Dose-response effect of miR-210, miR-147a and miR-147b on A459 cells viability. A549 cells were transfected with 10 nM, 1nM, 0,1nM or 0,01nM of hsa-pre-miR-210, hsa-pre-miR-147a, hsa-pre-miR-147b or pre-miR-Neg and analyzed for several viability parameters. A) Caspase 3/7 assay was performed at 3, 4 and 5 days after transfection. Data are mean ± SD values of 2 independent experiments performed in triplicate. B) Cells were collected 48 h after transfection and the relative miR-210 levels were determined using a TaqMan assay. C) Expression of pro-caspase-3 was analyzed by Western blot in A549 cells transfected with each indicated pre-miRNA at 10 nM. Hsp60 corresponds to the loading control. D) Densitometric quantification of pro-caspase-3 gene normalized for Hsp60 signal.
(TIF)

Figure S5 Usage of distinct seed (2–7 nt) sequences among human miRNAs. Pie-chart showing the representation of seed 2–7 among all human mature miRNAs. On the 872 distinct human seed sequences in miRBase v16, 665 are unique and 207 are shared by two or more miRNAs (miR). MiRNAs sharing the same seed sequence can belong to distinct miRBase families, thus the number of distinct miRBase families was reported for each shared seed sequence. The proportion of represented miRBase family in the shared seeds is shown as a barplot for the seeds shared by 2, 3 and 4 miRNAs.
(TIF)

Figure S6 Expression of hsa-miR-147b in different human tissues using Small RNA Seq. Screenshot of the human miR-147b locus generated by the UCSC genome browser (hg19 assembly). Black boxes correspond to coverage of each base position (bigwig files). Data from 3 human samples were loaded, with sample description on the left part of the tracks. Annotated transcripts of the locus, including miR-147b, are shown at the bottom (red box with arrows showing the strand direction). Total RNA were isolated from colon cancer, Non Small Cell Lung Cancer cell line A549 and normal airway epithelial cells (obtained from inferior turbinates from patients who underwent surgical intervention for nasal obstruction). The SOLiD™ Small RNA Expression Kit (Applied Biosystems, Life Technologies Corporation) was used to build a library of double-stranded DNA molecules from the population of small RNAs present in the different samples, which were then read using the Applied Biosystems SOLiD™ System sequencing according to the manufacturer’s instructions. Libraries were amplified by emulsion PCR and sequenced on SOLiD according to the manufacturer’s instructions. Read length was 35 bp. Color-space reads were matched against annotated databases using the Small RNA Analysis Pipeline Tool v5.0 (RNA2MAP), provided by Applied Biosystems, using the following parameters: one color-space mismatch within the first 18 bases of the reads, called the ‘seed sequence’ and two color-space mismatches on the following positions of the reads. Reads were matched against the human genome (hg19).
(TIF)

Table S1 List of forward and reverse primers used for cloning 3′UTR sequences in pSI-CHECKTM-2 (Promega) by cloning behind the *Renilla* luciferase in the *Xho*I and *Not*I restrictions sites.
(DOCX)

Table S2 List of themes corresponding to “Molecular Function” annotations identified by Ingenuity Pathway Analysis in response to overexpression of hsa-miR-210, hsa-mir-147a or hsa-miR-147b. The probability to obtain the number of genes in a certain pathway in the list of differentially expressed genes was compared with the representation of the same pathway among all the genes on the microarray and was calculated as a Fisher’s exact probability (p-value cut-off = 0.001).
(DOCX)

Table S3 List of themes corresponding to “canonical pathways” annotations identified by Ingenuity Pathway Analysis in response to overexpression of hsa-miR-210, hsa-miR-147a or hsa-miR-147b. The probability to obtain the number of genes in a certain pathway in the list of differentially expressed genes was compared with the representation of the same pathway among all the genes on the microarray and was calculated as a Fisher’s exact probability (p-value cut-off = 0.05). The genes modulated in each theme are represented.
(DOCX)

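The table has 166 entries with the paper's average expression, log2 ratio and adjusted p for each miRNA. For 141 of the 145 entries with a probe of their gene symbol, the mean over the 6 arrays lay within 0.02 of its log2 ratio for each miRNA on the nearest probe, and for CHP, EIF2S3, PHF19 and SRGAP2 it did not. MCM3, PSMA4, KPNB1 and ISCU are among its entries. The average expression stands for the intensity of a probe over both dyes, which the deposited values do not hold. The probe numbers of the table could not be matched to those of the deposited arrays, so entries were matched by symbol.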

Table S4 Full list of the predicted targets transcripts down-regulated following hsa-miR-210, hsa-miR-147a or hsa-miR-147b overexpression in A549 cells. The transcripts predicted to be targets (seed 2–7 in 3′UTR) are highlited. Logarithm (base 2) of the average expression, logarithm (base 2) of the ratio of miR-210/miR-Neg and false discovery rate p-values using the Benjamini-Hochberg correction are represented. ID: correspond to RNG oligo IDs that give access to transcripts and probes annotations through our information system Mediante (http://www.microarray.fr:8080/merge/index).
(DOCX)

Table S5 Association of microRNAs and miRBase family with each human seed. In miRBase v16, 872 distinct seed sequences were found in human microRNA. For each seed, the number of microRNA having this seed is reported (count_mirna) along with the number and names of microRNA having this seed in the 5′ arm (count_mirna_5p, mirna_5p) or the 3′ arm (count_mirna_3p, mirna_3p). For each seed and each arm side, the number and names miRBase families are displayed (count_fam_5p, count_fam_3p, fam_5p, fam_3p). The total number of distinct miRBase families for each seed is also displayed (count_fam).
(XLSX)

# Supplementary material for: “Seed-Milarity” Confers to hsa-miR-210 and hsa-miR-147b Similar Functional Activity
**Source:** PLoS One. 2012 Sep 13;7(9):e44919. doi: 10.1371/journal.pone.0044919
**Supplement:** Table S1 — List of forward and reverse primers used for cloning 3′UTR sequences in pSI-CHECKTM-2 (Promega) by cloning behind the Renilla luciferase in the XhoI and NotI restrictions sites.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| ALDH5A1 | CGACCTGAGCCTGAGTAAGTGG | AACCCAGAATAACCACAAGATGTAAGTG |
| BDKRB2 | GCAAACGCCAGCAGGGCTG | GCACCAAAGCTGGATGGCAGTTCT |
| COL4A2 | GGAATTTGCATCCAGCAGCAGCAC | CCTCTGGCCACGGCTGGC |
| E2F3 | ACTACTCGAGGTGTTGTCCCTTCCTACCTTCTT | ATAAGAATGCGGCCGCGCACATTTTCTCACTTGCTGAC |
| EHD2 | CCTGCTGTGGCTCCCCAG | GGGGCTGGGGGCCCTG |
| FOXN3 | GGTGCCAGGAAAGCCACTGGA | GGCAGGTTCCGTAGCTTTCTAG |
| IER5 | GGCTCATTGGAAGAGGACGATCG | TGCGGGGAAGCAAAGGACCG |
| IGFBP3 | GCACAGCACCCAGACTTCATGC | GAGGGCCCGAAATACCTGCC |
| INPP5A | CTCTGCCGATGCTCCTTCCG | GTTGTAACGTAGGATACTTGGCACC |
| MAPK6 | CTTCCCCTCAAATTCCTCATCAAAC | GCATTTCTTTTCTCCTCCTGCG |
| MCM3 | CAGGACTCGGTGGACCCTTTGG | CTTGACCTGCATGACGTGCCTC |
| PSMA4 | CAAGAGAGAATGGAAAGACAGTAATCAG | CTGCTACAGAGAATTTATTCCTTCATTTCC |
| NDUFA4 | GAAATGTTTCACTATAACGCTGCTTTAG | GCCAGTGTCAGATGCTGGAG |
| SDHD | GGTGGACAGCCTTCTTCTCTTAATC | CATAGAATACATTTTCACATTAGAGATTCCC |
| SH3BGRL | CCTGTCTCTCATTCCTAAGTTGCCT | GCTTACTTGGCATCCCACTTCATG |

# Supplementary material for: “Seed-Milarity” Confers to hsa-miR-210 and hsa-miR-147b Similar Functional Activity
**Source:** PLoS One. 2012 Sep 13;7(9):e44919. doi: 10.1371/journal.pone.0044919
**Supplement:** Table S2 — List of themes corresponding to “Molecular Function” annotations identified by Ingenuity Pathway Analysis in response to overexpression of hsa-miR-210, hsa-mir-147a or hsa-miR-147b. The probability to obtain the number of genes in a certain pathway in the list of differentially expressed genes was compared with the representation of the same pathway among all the genes on the microarray and was calculated as a Fisher’s exact probability (p-value cut-off = 0.001).

| **Category** | **-LOG(p-value)** | | |
| --- | --- | --- | --- |
|  | **Obs1 (miR-147a)** | **Obs2 (miR-147b)** | **Obs3 (miR-210)** |
| Amino Acid Metabolism | 2.91 | 2.26 | 3.41 |
| Antigen Presentation | NS | 3.09 | 2.16 |
| Carbohydrate Metabolism | 3.79 | 2.69 | 2.95 |
| Cell Cycle | 15.09 | 3.36 | 6.61 |
| Cell Death | 5.59 | 3.42 | 5.91 |
| Cell Morphology | 4.21 | 2.80 | 2.52 |
| Cell Signaling | NS | 2.34 | 3.64 |
| Cell-To-Cell Signaling and Interaction | 2.44 | 4.26 | 3.23 |
| Cellular Assembly and Organization | 11.55 | 2.32 | 3.41 |
| Cellular Compromise | 2.78 | 2.26 | 2.11 |
| Cellular Development | 3.39 | 5.19 | 5.22 |
| Cellular Function and Maintenance | 4.37 | 2.32 | 3.41 |
| Cellular Growth and Proliferation | 5.74 | 4.26 | 5.12 |
| Cellular Movement | 3.94 | 4.05 | 5.24 |
| DNA Replication, Recombination, and Repair | 11.55 | 2.26 | 2.95 |
| Drug Metabolism | 3.78 | 2.26 | 2.42 |
| Energy Production | 2.84 | NS | NS |
| Free Radical Scavenging | NS | 2.12 | NS |
| Lipid Metabolism | 4.14 | 2.26 | 3.16 |
| Molecular Transport | 2.91 | 2.34 | 3.41 |
| Nucleic Acid Metabolism | 3.10 | 2.26 | 2.64 |
| Post-Translational Modification | 2.72 | 2.69 | 3.41 |
| Protein Synthesis | 2.72 | NS | 1.89 |
| Protein Trafficking | NS | NS | 2.30 |
| RNA Post-Transcriptional Modification | 2.24 | NS | 2.16 |
| Small Molecule Biochemistry | 4.14 | 2.69 | 3.41 |
| Vitamin and Mineral Metabolism | 4.14 | 2.34 | 2.55 |

How the deposited data were processed for this re-analysis (not part of the article)

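Human A549 lung adenocarcinoma cells were transfected with 10 nM of pre-miR-147a, pre-miR-147b, pre-miR-210 or miR-Neg, and RNA was taken after 48 h in 3 experiments. RNA of each miRNA was compared with miR-Neg RNA on 2-colour spotted arrays of human oligonucleotides, each comparison on 2 arrays with exchanged dyes, which makes 18 arrays with 27648 probes each. According to the paper, the authors normalized within arrays by print-tip loess and between arrays by quantiles with limma. The versions and any correction for background are not named in the paper's text or the labels. As deposited, the authors had made the log2 values into normalized ratios of miRNA over miR-Neg, 1 column per array, with means of 0 and no missing value. The direction was checked against Table S4: the arrays of both dye orientations are already turned, so that no sign was changed here. The probe numbers of Table S4 belong to another numbering, and its entries were matched by gene symbol.

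The 2 arrays of a dye exchange were averaged, which gave 9 values, 3 for each miRNA. The correlation of the 2 arrays of such a pair over all probes lay between −0.181 and 0.261. Experiments were numbered from a shared run of the arrays in the labels. As a check on this numbering, pair means were correlated between miRNAs within an experiment. After removal of the mean of each miRNA, the correlations of miR-210 with miR-147b, miR-210 with miR-147a and miR-147a with miR-147b were 0.0871, −0.0971 and −0.00692 in experiment 1, 0.0824, −0.143 and −0.00642 in experiment 2 and 0.274, −0.279 and −0.0593 in experiment 3. A block for experiment was therefore used only for differences between miRNAs, beside the fit without it.

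The 9 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit with a coefficient for each miRNA, eBayes, prior degrees of freedom 4.152). Each coefficient and each difference of coefficients was tested with the Benjamini-Hochberg correction over all probes, at a threshold of 0.05. All 3 miRNAs share an estimate of the spread. Probes were given current gene symbols through their annotated accessions (14721 probes), through current symbols (1806) or through older symbols (1029), and 155 kept the annotated symbol. For tests at gene level, the probes of each of 14547 genes were averaged in each replicate and fitted in the same way (prior degrees of freedom 4.076, 2057 genes have several probes), so that adjusted p at gene level differs from that at probe level. NDUFA4 is named COXFA4 in current tables.

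The 23 gene lists, written before the data were examined, cover oxidative phosphorylation, the mitochondrial and cytosolic ribosomes, DNA replication, mitosis, G1/S control, mismatch repair, ATM and CHK signalling, death receptor signalling, literature targets of miR-210, hypoxia, interferon, cholesterol biosynthesis, the proteasome, nuclear import, ER translocation, p53 targets, inflammation, extracellular matrix, actin, markers of immune and of fibroblast and endothelial cells, and the transcripts of Table 1. They were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, corrected over 69 tests. The lists were written after the paper was read. Those of oxidative phosphorylation, death receptor signalling, mismatch repair, ATM and CHK signalling and the cell cycle follow themes that the paper reports from these same arrays. Their shifts are thus not an independent test of these themes, and some other lists hold entries of Table S4. Transcripts were named by a rule: every gene that the paper names, for each miRNA the 10 lowest and 5 highest named probes that passed with the same sign in 3 experiments, the 5 transcripts that differ most between miR-210 and miR-147b in each direction, and up to 4 members of each list that passed. The values of Table S4 had been seen when the rule was written. One item that the paper names is not reported here.

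Similarity was measured as the squared Pearson correlation of mean log2 ratios over the called probes, with 100 simulations of unchanged groups against shared controls beside it. These took the control as shared in experiments 1 and 3, where the labels give only the same name. They also assumed as much variance from the control as from all else, which was not measured. The controls could not be divided into separate groups of 2 for each miRNA. Part of the similarity may therefore come from shared miR-Neg RNA in experiments 1 and 3, and ratios from different experiments were compared for that reason. Over all probes, r of miR-210 and miR-147b was 0.310 and 0.308 in experiments 1 and 3. In experiment 2, where each miRNA had a separate control, it was little lower, at 0.287. In experiment 3 the repeated ACTB spots, which measure 1 transcript, had r = 0.580 between these 2 miRNAs, and the GAPDH spots 0.371. The ACTB and GAPDH values were −0.0592 and −0.0203 in experiment 1 and −0.0160 and 0.0132 in experiment 2. Part of the r of 0.308 in experiment 3 may therefore come from spots rather than transcripts. The alternatives comprised other units of replication, blocks, centring, quantile normalization, other thresholds, single dye orientations, the mean over the probes of a gene and leaving out each experiment. The seed match and hexamer analyses were not run, because no transcript sequences were available. The paper's filter on average intensity was not applied, because intensities were not used here. Data of other assays in the paper, such as luciferase assays, were not analysed here.

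The procedure was tested on simulated data with known changes in 50 probes of each of 4 sizes for each miRNA. All probes changed by −1.5 were called, 98 to 100% of those changed by −1 or 1 and 78 to 86% of those changed by −0.5. Of the unchanged probes, 37 were called over the 3 miRNAs, and 2 were called when none was changed. Each change was the same in all 3 replicates, so these shares do not hold for changes that vary between experiments. NDUFA4 with miR-147b, at −2.14 ± 0.95 (SD, n = 3), was not called in the real data (adjusted p = 0.242 from limma).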

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

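The comparisons of the oxidative phosphorylation list with the cytosolic ribosome list and between experiments were tests chosen only after the result was seen, and the other tests were planned.

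The effects of miR-147a differed from those of the other miRNAs by a test of the difference itself. Between miR-210 and miR-147a 77 probes differed and between miR-147a and miR-147b 21, with 27 and 1 when experiment is a block, and 0 in each without experiment 1 or without experiment 2. The 10 splits of 3 against 3 values are too few for a share under 0.05. The highest count in another split was 0, for the 77 and for the 21, and also for the comparison of miR-210 and miR-147b, where the real count is 0 as well. The same holds for the 4 sign patterns of 3 replicates behind the 206 probes called with miR-147a, the 59 with miR-210 and the 0 with miR-147b, where the highest count in another pattern was 0 for each.

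The mitosis list differed between miR-210 and miR-147a and between miR-147a and miR-147b, each with an adjusted p = 0.00891 with an estimated correlation. It was lower with miR-147a (adjusted p = 0.0134 with an estimated correlation), while its higher values with miR-147b and miR-210 did not pass in that test (adjusted p = 0.108 and 0.0781). The oxidative phosphorylation list differed between miR-210 and miR-147a (adjusted p = 0.00891 with an estimated correlation) and between miR-147a and miR-147b (adjusted p = 0.0116).

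Oxidative phosphorylation transcripts were higher with miR-147a by a median log2 ratio of 0.198, and the paper names an association with this pathway without a direction. The third experiment alone, with its other RNA preparation, is argued against by the medians of 0.199 and 0.167 in the first and second experiments. A common shift of short abundant transcripts, as a difference in RNA quality or labelling could give, cannot be told apart from an effect on this list: it lay above the cytosolic ribosome list by 0.129, 0.0304 and 0.0944 in the 3 experiments, on average by 0.0845, which is under 2 SD of 0.0499. A response of these cells to miR-147a stays open as a hypothesis.

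Gene lists of themes that the paper's main text does not discuss shifted as well, with adjusted p of single transcripts at gene level. With miR-147a, 20 of 21 cholesterol biosynthesis genes had a log2 ratio above 0, with a median of 0.259 (adjusted p = 1.86e-07, and adjusted p = 0.0391 with an estimated correlation). ACAT2, which makes acetoacetyl-CoA, rose (0.56 ± 0.37, SD, n = 3, adjusted p = 0.0469 from limma), and 9 were higher and 1 lower when adjusted over the list alone. Of 66 cytosolic ribosome genes, RPL13 and RPL29 rose, the median was 0.0998 (adjusted p = 6.44e-07, and adjusted p = 0.196 with an estimated correlation), and 4 were higher when adjusted over the list alone. Of 26 p53 target genes, CDKN1A and TP53I3 (0.46 ± 0.23, adjusted p = 0.0251) rose with miR-147a, the median was 0.137 (adjusted p = 0.000967, and adjusted p = 0.057 with an estimated correlation), and 3 were higher when adjusted over the list alone. Of 26 genes of nuclear import and RAN, KPNB1, KPNA6 and XPO1 fell with miR-147a, the median was −0.0844 (adjusted p = 0.013, and adjusted p = 0.518 with an estimated correlation), and 4 were lower and 1 higher when adjusted over the list alone. Its adjusted p was 0.112 without experiment 1, 0.138 without experiment 2 and 0.177 without the genes of Table S4. The 71 mitochondrial ribosome genes had a median of 0.0512 with miR-147b, where none passed and 2 were higher when adjusted over the list alone (adjusted p = 0.00995, and adjusted p = 0.481 with an estimated correlation, and 0.103 without experiment 1). The 47 interferon-stimulated genes had a median of −0.0666 with miR-210, where none passed over all genes or over the list alone (adjusted p = 0.0022, and adjusted p = 0.0781 with an estimated correlation). The difference from miR-147b had an adjusted p = 0.0419, with 0.0409 when experiment is a block and 0.196 with an estimated correlation. No member of these lists passed without experiment 1 or without experiment 2.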

How the results depend on the processing

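Array quality weights, the dye term, the restriction to named probes, the omission of the repeated ACTB and GAPDH spots, and the squared correlation over probes called with 18 arrays taken as independent were chosen after seeing the data, and the other alternatives before. Of the results that summarise a comparison, 187 values under an alternative kept their direction and stayed within the spread or within 1.5 times the count, 140 did not and 5 turned the direction. The cause of these changes was not tested except where the construction of an alternative gives it. Of the 265 calls against miR-Neg, none had the opposite sign where an alternative at probe level called it again, which was not checked for the differences between miRNAs.

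The reported counts are 262 probes in total; 170 lower and 36 higher with miR-147a, 0 and 0 with miR-147b, 34 and 25 with miR-210, 77 different between miR-210 and miR-147a and 21 between miR-147a and miR-147b, and 0, 2 and 0 lower with both (miR-210 and miR-147b, miR-210 and miR-147a, and miR-147a and miR-147b, in this order throughout).
With 18 arrays and the dye-exchange pair as a random block there were 1484 probes in total; 617 lower and 318 higher with miR-147a, 81 and 116 with miR-147b, 255 and 348 with miR-210, 820 different between miR-210 and miR-147a and 479 between miR-147a and miR-147b, and 56, 36 and 15 lower with both. With 18 arrays taken as independent there were 1106 probes in total; 501 lower and 213 higher with miR-147a, 53 and 66 with miR-147b, 194 and 227 with miR-210, 579 different between miR-210 and miR-147a and 318 between miR-147a and miR-147b, and 37, 24 and 11 lower with both. With 18 arrays and a dye term there were 1333 probes in total; 581 lower and 280 higher with miR-147a, 66 and 85 with miR-147b, 222 and 282 with miR-210, 692 different between miR-210 and miR-147a and 397 between miR-147a and miR-147b, and 44, 27 and 13 lower with both. These fits use 6 values for each miRNA in place of 3. In the random block the estimated correlation within dye-exchange pairs was −0.126. Being below 0, it does not count the pairs as repeats of the same RNA. In the limma fit with a dye term, 3633 probes had a dye effect at an adjusted p under 0.05. With array quality weights there were 1179 probes in total; 426 lower and 193 higher with miR-147a, 1 and 1 with miR-147b, 272 and 346 with miR-210, 478 different between miR-210 and miR-147a and 158 between miR-147a and miR-147b, and 1, 27 and 0 lower with both. At log-odds B above 0 in place of the adjusted p there were 462 probes in total; 223 lower and 49 higher with miR-147a, 32 and 35 with miR-147b, 90 and 79 with miR-210, 227 different between miR-210 and miR-147a and 147 between miR-147a and miR-147b, and 13, 5 and 4 lower with both.
A separate fit for each miRNA called 0 probes, 0 lower or higher with miR-147a and miR-210 and 0 lower with both, with 2513, 2040 and 2329 probes at an unadjusted p under 0.05 for miR-147a, miR-147b and miR-210. On the arrays with the miRNA in Cy5 alone there were 130 probes in total; 85 lower and 1 higher with miR-147a, 7 and 3 with miR-147b, 29 and 16 with miR-210, 20 different between miR-210 and miR-147a and 1 between miR-147a and miR-147b, and 4, 4 and 6 lower with both. On those with the miRNA in Cy3 alone there were 30 probes in total; 21 lower and 7 higher with miR-147a, 0 and 3 with miR-147b, 1 and 2 with miR-210, 0 different between miR-210 and miR-147a and 0 between miR-147a and miR-147b, and 0, 0 and 0 lower with both.
With experiment as a random block, 13 probes differed between miR-147a and miR-147b and 1 was lower with both miR-210 and miR-147a. With experiment as a fixed replicate block, 27 probes differed between miR-210 and miR-147a and 1 between miR-147a and miR-147b. Of the gene lists, only the difference of the proteasome list between miR-210 and miR-147b lost its call in the block (adjusted p = 0.0575, from 0.0398), and with an estimated correlation it did not pass either (adjusted p = 0.493). No other list difference changed its call in the fixed block. With the random block, 4 values of named transcripts lost their call. With each array centred on its median, 11 probes differed between miR-147a and miR-147b, and the share lower with miR-147b was 50.3%. Quantile normalization of the pair means gave 0 probes lower with both miR-210 and miR-147a. The additional threshold of 0.5 gave 15 higher with miR-147a, 13 higher with miR-210 and 1 lower with both. The mean over the probes of a gene gave 62 higher with miR-147a and 165 and 52 that differ from miR-210 and miR-147b. Named probes alone gave 174 and 51 such differences, with fewer probes tested.
Leaving out 1 experiment at a time gave 0 to 513 probes lower and 0 to 344 higher with miR-147a, 0 to 36 and 0 to 61 with miR-147b, 0 to 116 and 0 to 130 with miR-210, and 0 to 1052 in total. It gave 0 to 231 probes that differed between miR-210 and miR-147a and 0 to 201 between miR-147a and miR-147b, and 0 to 25, 0 to 28 and 0 to 10 lower with both. In each case the highest value is that without experiment 3, and without experiment 1 no probe was called. The share of lower probes was 52.4 to 68% with miR-147a, 46.3 to 54.8% with miR-147b and 47.4 to 75.3% with miR-210, and 2 to 5 gene lists shifted with miR-147b.

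The squared correlation of miR-210 and miR-147b was 0.216 over all probes, against 0.832 over the called probes as reported. With ratios from different experiments it was 0.588 over the called probes. Their r over all probes from different experiments averaged 0.171, and 0.322 between experiments 1 and 2 alone. The squared correlation of miR-147a and miR-147b was 0.00147 over all probes and 0.0527 over probes called with either. Over probes called with 18 arrays taken as independent it was 0.0541, and that of miR-210 and miR-147a was 0.0253. Leaving out the most changed probe of each miRNA, NDUFA4, did not move the values over the 262 called probes, which do not include that probe, and was not tried over the other sets. Beyond a log2 ratio of 1, the share of lower probes was 90.0% with miR-147a, 66.7% with miR-147b and 94.1% with miR-210. On the Cy3 arrays alone it was 57% with miR-147b.
Of 10, 3 and 4 gene lists that shifted with miR-147a, miR-147b and miR-210, 4, 1 and 1 did with an estimated correlation. The fry test called 1 with miR-147b, and it called the actin list with miR-147a (adjusted p = 0.0388) and the p53 target list, as lower, with miR-210 (adjusted p = 0.0131), which camera did not (adjusted p = 0.167 and 0.0977). With miR-210 fry also called the lists of mitosis, interferon-stimulated genes and literature targets (adjusted p = 0.018, 0.0117 and 0.00872). Without the genes of Table S4 2 shifted with miR-210.

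Of 303 values of named transcripts, 49 gained and 1 lost a call with 18 arrays taken as independent, 57 lost theirs in separate fits and without experiment 1, 56 without experiment 2 and 5 without experiment 3. All probes have values on every array, so that the alternative of values in 2 replicates changed nothing. The comparisons of seed matches and of hexamers in 3′UTRs were not run, since no sequence of transcripts was at hand. Intensities were not analysed here, so the signal over background of each probe is unknown, and small changes of weakly expressed transcripts may be hidden. In simulated data with the spread estimated in the fit, 50 of 50 probes changed by −1.5 were called with each miRNA. Of those changed by −0.5, 39, 41 and 43 of 50 were called with miR-147a, miR-147b and miR-210. The simulated changes were the same in all replicates. These counts therefore do not apply to changes that vary between experiments, such as that of NDUFA4 with miR-147b.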

Differences from the paper's values

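The 18-array fit with a dye term, the array quality weights, the restriction to named probes, the omission of the ACTB and GAPDH spots and the squared correlation over probes called with 18 arrays taken as independent were chosen after seeing the values, and the other alternatives before the data were examined.

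The paper gives 1123 transcripts changed with any of the 3 miRNAs at p under 0.05, and 262 probes are found here at an adjusted p under 0.05. Its methods also name a threshold of 0.5 on the log ratio, and at both thresholds 177 are found here, 138 with miR-147a, 0 with miR-147b and 41 with miR-210. The alternatives set before the data were examined that come within 1.5 times the paper's total are 18 arrays with the dye-exchange pair as a random block (1484), 18 arrays taken as independent (1106) and leaving out experiment 3 (1052). Chosen after seeing the values, array quality weights (1179) and a dye term (1333) do so too. The other alternatives lie between 0 and 462. Separate fits for each miRNA and leaving out experiment 1 call 0.

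The paper gives 719 transcripts for miR-147a and 206 probes are found here. With the pair as a random block there are 935, with independent arrays 714 and without experiment 3 857, and, chosen after seeing the values, 619 with array quality weights and 861 with a dye term. The paper gives 120 for miR-147b, and limma calls 0 here, with 2233 at an unadjusted p under 0.05. With independent arrays there are 119 and without experiment 3 97, and, chosen after seeing the values, 151 with a dye term, while the pair as a random block gives 197 and the remaining alternatives 67 or fewer. The paper gives 434 for miR-210, and 59 are found here. With the pair as a random block there are 603 and with independent arrays 421, and, chosen after seeing the values, 618 with array quality weights and 504 with a dye term. Without experiment 3 there are 246, which is outside that range, as are all other alternatives. Of the transcripts that Table S4 calls lower and that have a probe within 0.02 of its values, 105 with miR-147a, 16 with miR-147b and 40 with miR-210, the fits of 18 arrays (random block, independent or dye term) call all. Array quality weights call 100, 0 and 40 of them, and leaving out experiment 3 calls 96, 9 and 29. Over the matched entries, the rank correlation of adjusted p with the paper's was 0.9999, 0.9996 and 0.9998 with independent arrays (miR-147a, miR-147b and miR-210). It was 0.9983, 0.9988 and 0.9941 with the random block, and 0.9935, 0.9979 and 0.9933 with the dye term. Taking the 18 arrays as independent thus came nearest to the paper in ranks and in counts. The paper does not say how the dye-exchange pairs entered its fit.

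The squared correlation of miR-210 and miR-147a is about 0.024 in Fig. 2C, read by eye, and 0.000169 here over the 262 called probes. That of miR-147a and miR-147b is about 0.053 in Fig. 2C, read by eye, and 0.00717 here. Over probes called with either miRNA the latter is 0.0527, and no alternative set before the data were examined reaches the former, these lying between 0.000169 and 0.00403. Over the probes called with 18 arrays taken as independent, a set chosen after seeing the values that drops none of the matched transcripts of Table S4, they are 0.0253 and 0.0541.

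For COL4A2 with miR-147a the paper's Table 1 gives −0.05 and the probe nearest to the table over the 3 miRNAs gives 0.013. The other COL4A2 probe gives −0.05, and the nearest probe is at −0.07 without experiment 1 and −0.10 without experiment 2, and the mean over its probes is −0.02, whereas the other alternatives keep the sign of 0.013. For FOXN3 with miR-147a the paper gives −0.02 and the probe nearest to the table 0.0835. Another FOXN3 probe gives −0.02, as do the Cy3 arrays alone, the mean over its probes is −0.01, and the other alternatives lie between 0.06 and 0.19.

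The paper reports a large lowering of transcripts with each of the 3 miRNAs and states no share. Below a log2 ratio of −0.5 there were 248 probes with miR-147a, 208 with miR-210 and 90 with miR-147b, and above 0.5 there were 113, 103 and 96. At an adjusted p under 0.05 there were 170, 34 and 0 lower ones. The share lower varied between experiments: 61.3%, 60.9% and 38.2% with miR-147a, 44.8%, 45.4% and 71.9% with miR-210 and 53.3%, 39.2% and 52.9% with miR-147b in experiments 1, 2 and 3. The paper also links miR-147b and miR-210 with oxidative phosphorylation and with death receptor signalling. The lists used here are not those of the paper's software, which tests over-representation without direction. By camera, which tests a shift, they moved neither with miR-147b (adjusted p = 0.681 and 0.177) nor with miR-210 (adjusted p = 0.397 and 0.996). The mixed test of fry, without direction, passed for death receptor signalling (adjusted p = 0.00331 with miR-147b and 0.00315 with miR-210). It did not for oxidative phosphorylation (adjusted p = 0.137 and 0.163). NDUFA4, which the paper names, had the lowest log2 ratio of any named transcript with both miRNAs, and TNFRSF10B and CASP9 rose with miR-210 at gene level.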

Other observations

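The tests on label swaps, on the size of the third experiment and on the ACTB spots were chosen only after the result was seen, while those on single spots and on the dye effect were written before.

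Several transcripts of the actin cytoskeleton and of secretion were lower with miR-147a, with adjusted p here and below at gene level. Of 48 measured actin genes, 8 fell and none rose at gene level (8 lower and 3 higher when adjusted over the list alone). They include ARPC2, a subunit of the Arp2/3 complex (log2 ratio −0.82 ± 0.42, SD, n = 3, adjusted p = 0.0127 from limma), EVL, an actin regulator (−0.73 ± 0.32, adjusted p = 0.0245), the motor MYO10 (−0.71 ± 0.21, adjusted p = 0.00648) and the GTPase RHOG (−0.61 ± 0.19, adjusted p = 0.00689). The list as a whole was not shifted by camera (adjusted p = 0.167) but was lower by fry (adjusted p = 0.0388). All 8 that fell are among the 10 genes of this list in Table S4. The paper chose that table on these same arrays, so their direction is not independent evidence. Of 36 genes of ER translocation, the translocon-associated SSR1 (−1.48 ± 0.68, adjusted p = 0.00629), the signal recognition particle receptor subunit SRPRB (−0.80 ± 0.27, adjusted p = 0.00466) and the signal peptidase subunit SPCS1 (−0.76 ± 0.17, adjusted p = 0.00503) fell and none rose (3 lower and 1 higher when adjusted over the list alone), again without a shift of the list (adjusted p = 0.893). SPARC, a matrix protein, fell (−0.59 ± 0.11, adjusted p = 0.00466) and COL5A2 rose (0.34 ± 0.05, adjusted p = 0.0333) among 38 extracellular matrix genes (1 lower and 3 higher when adjusted over the list alone), whose list was not shifted (adjusted p = 0.75). SSR1, SRPRB, SPCS1 and SPARC are entries of Table S4 too. No member passed without experiment 1 or without experiment 2.

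With miR-210, 3 of 25 inflammatory genes rose and none fell: CXCL8 (0.69 ± 0.08, adjusted p = 0.0269), the prostaglandin synthase PTGS2 (0.54 ± 0.31, adjusted p = 0.0498) and the chemokine CCL2 (0.51 ± 0.24, adjusted p = 0.0421). Adjusted over the list alone 4 were higher and 2 lower, and the list was not shifted (adjusted p = 0.938). Of the extracellular matrix genes, COL4A2, CCN1 (−0.67 ± 0.18, adjusted p = 0.0185) and FBN2 (−0.64 ± 0.10, adjusted p = 0.0498) fell (4 lower when adjusted over the list alone, adjusted p = 0.173 for the list). In ER translocation DDOST fell (−0.73 ± 0.29, adjusted p = 0.0174). DDOST and COL4A2 are also entries of Table S4. Of 37 hypoxia-induced genes none passed with miR-210 (adjusted p = 0.513 for the list) and SLC2A3 rose with miR-147a (adjusted p = 0.0287 at gene level, adjusted p = 0.397 for the list). No list of the proteasome (adjusted p = 0.548 with miR-147a), of 12 immune cell markers (adjusted p = 0.743, 0.928 and 0.809 with miR-147a, miR-147b and miR-210) or of 13 fibroblast and endothelial markers (adjusted p = 0.371, 0.832 and 0.326) shifted. None of the markers of other cell types passed. Neither C15orf48 nor HIF1A passed with any miRNA.

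In the third experiment the log2 ratios of miR-147a and miR-210 ran against each other (r = −0.39 over all probes). An opposite action on transcripts is argued against as the sole cause by the repeated ACTB spots, which measure 1 transcript and yet had r = −0.712. A gene-specific dye effect left in the pair means is argued against as well, since its correlation with them was at most 0.0454 in size. Error of single spots that is shared between arrays stays open as a hypothesis: among 2055 genes with several probes, the deviations of probes from the mean of their gene had r = −0.434, where it was 0.218 and 0.0871 in the other experiments. The means of these genes had r = −0.517, so that a component shared by the probes of a gene stays open as well. In the same experiment the ACTB spots had r = 0.580 between miR-147b and miR-210 and −0.534 between miR-147a and miR-147b. The similarity of these pairs in the third experiment may therefore hold spot error too.

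The log2 ratios of the third experiment were also smaller for transcripts selected in the first. Probes below −0.5 with miR-147a in the first experiment averaged −0.442 in the second and −0.171 in the third, and those of miR-210 −0.452 and −0.203, ratios of 0.387 and 0.45. Noise alone, which leaves a mean in place, is argued against by the ratio of 0.387, and a swap of the miR-147a label by a mean that was lower under its own label by −0.121, although the labels of 1 of its arrays disagree with the dye exchange on extract and RNA number. A swap of the miR-147b and miR-210 labels cannot be told apart, since probes chosen with miR-147b were higher by 0.0231 under their own label and those chosen with miR-210 lower by −0.0512. A smaller effect of the transfection (ratio 0.45) may account for it, as may the other RNA preparation given in the labels, which is confounded with this experiment and was not tested.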
